# Oridonin Delays Aging Through the AKT Signaling Pathway

**DOI:** 10.3389/fphar.2022.888247

**Published:** 2022-05-18

**Authors:** Yongpan An, Jie Zhu, Xin Wang, Xinpei Sun, Chunxiong Luo, Yukun Zhang, Yuwei Ye, Xiaowei Li, Abudumijiti Abulizi, Zhizhen Huang, Hang Zhang, Baoxue Yang, Zhengwei Xie

**Keywords:** oridonin, anti-aging, Akt, cell senescence, yeast, mice

## Abstract

Aging is a major risk factor for chronic diseases and disability in humans. Nowadays, no effective anti-aging treatment is available clinically. In this study, oridonin was selected based on the drug screening strategy similar to Connectivity MAP (CMAP) but upon transcriptomes of 102 traditional Chinese medicines treated cell lines. Oridonin is a diterpenoid isolated from Rabdosia rubescens. As reported, Oridonin exhibits a variety of pharmacological activities, including antitumor, antibacterial and anti-inflammatory activities. Here, we found that oridonin inhibited cellular senescence in human diploid fibroblasts (2BS and WI-38), manifested by decreased senescence-associated β-galactosidase (SA-β-gal) staining. Compared with the elderly control group, the positive cell rate in the oridonin intervention group was reduced to 48.5%. Notably, oridonin prolonged the lifespan of yeast by 48.9%, and extended the average life span of naturally aged mice by 21.6%. Our mice behavior experiments exhibited that oridonin significantly improved the health status of naturally aged mice. In addition, oridonin also delayed doxorubicin-induced cellular senescence and mouse senescence. Compared with the model group, the percentage of SA-β-gal positive cells in the oridonin treatment group was reduced to 59.8%. It extended the average lifespan of mice by 53.8% and improved healthspan. Mechanistically, we showed that oridonin delayed aging through the AKT signaling pathway and reversed the genetic changes caused by doxorubicin-induced cell senescence. Therefore, oridonin is a potential candidate for the development of anti-aging drugs.

## Introduction

Aging is characterized by the gradual loss of physiological integrity, leading to impaired functions, increasing susceptibility to diseases, and death. Aging is the leading risk factor for chronic diseases and disabilities in human society, which impacts social and health care expenditures. So far, research work on aging-related diseases is aimed at prolonging lifespan and extending the healthy period to delay, stop, or even reverse the aging process. Currently, there are just a few antiaging drugs on trial. These drugs include dasatinib + quercetin (Xu M et al., 2018), β-nicotinamide mononucleotide (NMN) (Zhang et al., 2016), metformin (Martin-Montalvo et al., 2013; Barzilai et al., 2016), rapamycin (Harrison et al., 2009; Li et al., 2014), etc. However, more drugs are required to slow aging and improve human life quality.

Currently, the screening of antiaging drugs is mainly based on known drug targets. However, this strategy is not efficient and has met bottlenecks. Given that aging is caused by multi-factors, we adopted a computational biology method CMAP (Connectivity Map) screening strategy. This screening method does not target specific targets, and screens drugs through a broad-spectrum comparison of gene expression profiles. It is well known that cell transcription changes after treatment with various compounds and gene expression profile reflect pathological characteristics, which is widely used to discover anticancer and antiobesity drugs (Liu et al., 2015). Some traditional Chinese medicines, such as berberine and EGCG (Dang et al., 2020; Huang et al., 2020), have been considered to delay aging. Therefore, we selected the genetic data of Chinese medicine compounds to screen the natural compounds with antiaging activity.

In this study, oridonin was selected based on CMAP. Experimental data showed that oridonin extended the replicative lifespan of yeast, delayed both replicative senescence and doxorubicin-induced cellular senescence, and prolonged the lifespan and natural senescence of doxorubicin-induced premature aging mice. Our experimental results suggest that oridonin may improve the healthy lifespan by regulating AKT signaling pathway. At the same time, it also affects the NLRP3 inflammation signaling pathway and reverses the genetic changes caused by doxorubicin-induced cell senescence.

## Materials and Methods

### Silybin, Oridonin, Sennoside A, Dioscin, Oxymatrine, Phillyrin, Schizandrin B and Doxorubicin

Silybin, oridonin, sennoside A, dioscin, oxymatrine, phillyrin, and schizandrin B were purchased from Topscience. Doxorubicin was purchased from HARVEYBIO. In *in vitro* experiments, DMSO was used to dissolve silybin, oridonin, sennoside A, dioscin, oxymatrine, phillyrin, and schizandrin B to prepare mother solutions, which were diluted for use. In *in-vivo* experiments, oridonin was dissolved in 0.5% sodium carboxymethyl cellulose.

### Yeast Mutant Strain Generation and Lifespan Detection

Both Sch9 yeast mutants and wild-type yeasts were derived from the library, Krogen lab. Standard SD medium (1% yeast extract, 1% bacterial protein, and 2% glucose) for all yeast strains cultured on a rotating shaker at 30°C and 250 rpm. Lifespan determination when yeast is in the logarithmic growth phase. As described in the previous reports (Xie et al., 2012), we observed the mother cells using a repeated microscope for 2 days. The survival curve is based on data collected from multiple experiments and corresponding controls. Survival analysis and cell cycle analysis were conducted using MATLAB.

### Cell Lines and Cell Culture

WI-38 and 2BS cells were provided by the National Institutes for Food and Drug Control. The cells were counted and inoculated for each passage at the same density, and incubated in MEM (Gibco) supplemented with 10% FBS (Gibco) in an incubator at 37°C and 5% CO_2_. WI-38 and 2BS cells before PD 30 were considered young. For the induction of premature senescence, WI-38 and 2BS cells were induced with 1 μM doxorubicin for 12 h. Oridonin treats cells for 24–48 h (Dang et al., 2020).

### Cell Viability Test

The cell viability was evaluated by the CCK-8 detection kit (Dojindo). 2BS or WI-38 cells were seeded into 96-well plates (5000/well), and then treated with drugs such as oridonin for 24 h. 1:10 diluted CCK-8 solution was added to the culture medium and incubated for 1 h at 37°C. Then a microplate reader (Biotek, MQX200) was used to measure the absorbance at 450 nm.

$$\text{Cell}\;\text{survival}\;\text{rate}\left(\text{\%}\right)=\left(\text{OD}\;{\text{treatment}-\text{OD}}_{\text{blank}}\right)\text{/}\left({\text{OD}}_{\text{control}}{-\text{OD}}_{\text{blank}}\right)\text{×}100\text{\%}$$

### SA-β-Gal Staining

The cells were washed twice with PBS, then fixed with 4% formaldehyde at room temperature for 15 min, and washed three times. Then the cells were stained with a staining buffer {[1 mg/ml 5-bromo-4-chloro-3-indolyl-β-d-galactopyranoside (X-gal) at 37°C, 40 mM citric acid/Sodium phosphate, pH 6.0] stain overnight, 5 mM potassium ferrocyanide, 5 mM potassium ferricyanide, 150 mM NaCl, 2 mM MgCl_2_}, and then analyzed according to the instructions provided (CST, 9860S). Use ImageJ software to count SA-β-gal positive cells.

### Western Blot

WI-38 cells were first induced with 1 μM doxorubicin for 12 h, and then treated with oridonin or DMSO-containing medium for 48 h. WI-38 cells homogenized in RIPA lysis buffer (Thermal Scientific) with protease inhibitors (Roche) and 1% phosphatase inhibitors (Applygen). The protein extracts were homogenized using a Dounce homogenizer and spun at 12,000 g for 20 min at 4°C. BCA analysis (Pierce) was used for protein quantification, and then SDS-PAGE was used to separate the proteins and then transfer to a PVDF membrane (Amersham Biosciences). The botting membranes were incubated with primary antibodies against ACTIN, p-FOXO1, FOXO1, p21, p53, IL-1α or IL-1β (ProteinTech), IL-6 (ABclonal), and IL-8 (Immunoway) overnight at 4°C. Secondary goat anti-rabbit or anti-mouse IgG (Scicrest) was added for blotting. ECL Plus kit (Amersham Biosciences) was used for visualization. The optical density of each band was used to quantify relative protein level.

### RNA Extraction and qPCR

TRIzol was used to lyse cells, and then isopropanol and chloroform were used to extract RNA. Using cDNA synthesis kit, a total of 1 μg RNA was used for cDNA reverse transcription (Abmgood). Real-time qPCR was used to evaluate the target gene’s expression and the expression level was normalized to GAPDH. Supplementary Table S1 lists all primers.

### Obtaining and Lifespan Testing of Naturally Aged Mice

All naturally aged mice were purchased from SPF Biotechnology Co., Ltd., Beijing, China. The mice were kept in an environment with minimum pressure and standard conditions, namely constant temperature and a light/dark cycle of 12:12 h. The animals were randomly assigned to the control group and the treatment group.

Life expectancy test: 16 months old, male C57BL/6J mice were intraperitoneally injected with oridonin for 1 week every month; the dosage was 2 mg/kg for 6 months, and the control group was given the same volume of 0.5% sodium carboxymethyl cellulose. The death time of mice was recorded.

### Behavioral Testing

Grip strength test: the mice were placed on top of the grip strength meter, so they grasped the grid with all four paws. The meter was set to “peak tension” (T-PK) mode, the grip of 5 trials was recorded, and the final data were the maximum grip (g).

Learning and memory test: on the first day, the mouse was placed in a frame 40 cm long, 40 cm wide, and 40 cm high to adapt to the environment for 5 min. On the second day, two identical objects are placed in the frame. The mouse explores autonomously for 5 min on the third day. One of the objects was replaced and the time was recorded when the mouse autonomously analyzed new and old objects. Mouse score calculated as DI = (NEWtime-OLDtime)/(NEWtime + OLDtime).

Working memory ability: Y maze test was used. The mouse was placed at the end of one arm. The order was recorded in which the mouse entered each component within 5 min. Alternation is defined as entering three components continuously, such as (1, 2, 3 or 1, 3, 2), the maximum alternation is the sum of the number of component advances -2, and then the percentage is calculated = alternation/maximum alteration×100%.

### Doxorubicin Induces Acquisition and Life Span Detection in Aging Mice

All mice were purchased from SPF Biotechnology Co., Ltd., Beijing, China. The mice were kept in an environment with minimum pressure and standard conditions, namely constant temperature and a light/dark cycle of 12:12 h. The animals were randomly assigned to the control group and the treatment groups. 2-month-old male C57BL/6J mice were injected intraperitoneally with doxorubicin (10 mg/kg) every 5 days for 3 times. Oridonin (2 mg/kg) was injected intraperitoneally every 3 days. The control group was given 0.5% sodium carboxymethyl cellulose, and the death of the mice was recorded.

### Tissue Morphological Staining

Masson’s trichrome staining: to test heart tissue fibrosis, Masson’s trichrome staining kit (Solarbio, G1340) was used. The sections fixed with formalin and embedded in paraffin were dealkylated and rehydrated with 100% alcohol, 95% alcohol and tap water. Then the sections were stained according to the manufacturer’s instructions. Images were collected using a strong light microscope (×10 magnification objective lens) (OLYMPUS, BX43), and analyzed by ImageJ software (NIH) to measure the area of fibrosis and the total area. The percentage of fibrosis was calculated by dividing the fibrosis-positive area by the entire area. Finally, the statistical results are normalized.

H&E staining: The kidney was fixed with 4% formaldehyde to test the tissue morphology, followed by paraffin embedding and sectioning. The sections were stained with H&E for morphological analysis. The renal tubule damage was scored. When the brush border of the renal tubule was lost, the lumen was dilated, and the epithelial cells were flattened and atrophied, the damaged tubules were counted. Scores were calculated according to the following criteria: 0 = normal; 1=< 20%; 2 = 20–40%; 3 = 40–60%; 4 = 60–80%; and 5≥ 80%.

### RNA-Seq

WI-38 cells were first induced with 1 μM doxorubicin for 12 h, and then treated with oridonin or DMSO-containing medium for 48 h. Total RNA was extracted from the tissue using TRIzol® Reagent according to the manufacturer’s instructions (Invitrogen) and genomic DNA was removed using DNase I (TaKara). Then RNA quality was determined by 2100 Bioanalyser (Agilent) and quantified using the ND-2000 (NanoDrop Technologies). Only a high-quality RNA sample (OD260/280 = 1.8–2.2, OD260/230 ≥ 2.0, RIN≥ 6.5, 28S:18S ≥ 1.0, >2 μg) was used to construct the sequencing library. After quantified by TBS380, paired-end RNA-seq sequencing library was sequenced with the Illumina HiSeq X ten/NovaSeq 6000 sequencer (2 × 150 bp read length). RNA sequencing and raw data quality control were performed by Shanghai Majorbio Bio-pharm Technology Co., Ltd. Two threshold criteria for gene set selection: fold up or down-regulation fold change> 1.20 and an associated *p*-value of less than 0.05.

### Statistical Analysis

Wilcoxon rank-sum test was used to compare life span differences. Evaluate the results through a two-tailed Student’s *t*-test or analysis of variance to compare two and more samples, respectively. The data is the mean ± SEM. *p* < 0.05 is the significance threshold. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. n.s., not significant. Unless otherwise stated, the results are based on a minimum of three independent experiments. Unless otherwise stated, use GraphPad Prism for statistics.

## Results

### Oridonin Exhibits Inhibitory Activity on Cellular Senescence

Considering that muscle is the most abundant tissue in the human body, we analyzed the transcriptional changes of muscle tissue of the elderly compared with the muscle tissue of the young, which was carried out by Todd R Golub et al. (Lamb et al., 2006). Gene set enrichment analysis calculated the anti-aging score (Figures 1A,B). The results revealed 7 top-ranked and commercially available compounds from the subset, including silybin, oridonin, sennoside A, dioscin, oxymatrine, phillyrin, and schizandrin B of natural compounds. To check the antiaging effects of these compounds, we firstly examined the cell viability in human embryonic lung diploid cells 2BS treated with different concentrations of these compounds, and found that oxymatrine, schizandrin B and oridonin significantly enhanced the viability of senescent cells (Figure 1C and Supplementary Figures S1A,B), while silybin, phillyrin, sennoside A and dioscin did not improve the viability (Supplementary Figures S1C–F). To determine whether this observation was limited to a specific cell type, the effect of schizandrin B and oridonin on cell viability was further verified in another senescent cell line embryonic lung fibroblast WI-38. The results demonstrated that oridonin significantly improved the cell viability of senescent WI-38 cells in a dose-dependent manner (Figure 1D), while schizandrin B did not improve the cell viability (Supplementary Figure S1G). Based on these assessments, oridonin, the top-ranked compound from the CMAP analysis (red dots as shown in Figures 1A,B), was chosen as a potent natural anti-aging compound for further study.

**FIGURE 1:**
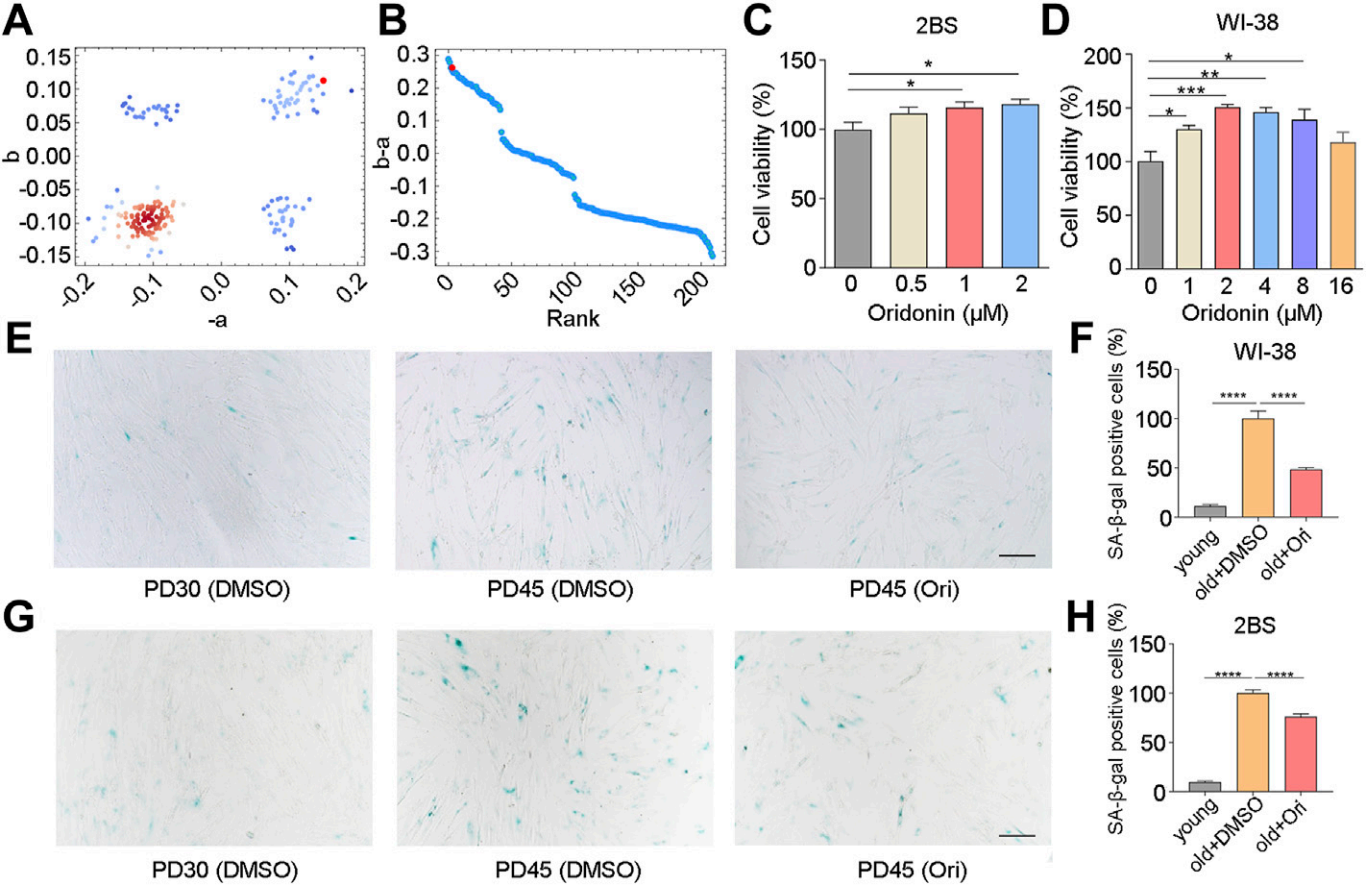
Oridonin screened by CMAP delays cell senescence. **(A** **–B)** Prediction of anti-aging efficacy using CMAP. Red dots indicate tested small molecules. **(C)** The effect of different concentrations of oridonin on the proliferation of PD45 2BS cells was measured by the CCK-8 assay. **(D)** The effect of different concentrations of oridonin on the proliferation of PD45 WI-38 cells was measured by the CCK-8 assay. **(E)** SA-β-gal staining of PD45 WI-38 cells treated with 2 µM oridonin or DMSO for 48 h, Bar = 200 µm. **(F)** Quantification of the rate of SA-β-gal positive cells in PD45 WI-38 cells. **(G)** SA-β-gal staining of PD45 2BS cells treated with 2 µM oridonin or DMSO for 48 h, Bar = 200 µm. **(H)** Quantify the proportion of SA-β-gal positive cells in PD45 2BS cells (C-H, *n* ≥ 3 for each group). Data represent the mean ± SEM. one-way ANOVA or Student’s t-test determined *p* values. (*p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001).

To validate the effect of oridonin, we examined the senescence-associated β-galactosidase (SA-β-gal) activity in WI-38 and 2BS cells, which is a widely used marker in different types of senescent cells for characterizing aging *in vivo* and *in vitro*. Young WI-38 cells (PD30) had a flat, scattered appearance and were evenly spaced apart, while old cells (PD45) showed senescence characteristics (Figure 1E). Compared with PD45 cells in the elderly control group, only 11.3% of SA-β-gal positive cells were observed in PD30 cells, and the percentage of SA-β-gal positive cells in oridonin-treated WI-38 cells (PD45) was 48.5% (51.5% reduction, Figures 1E,F). Then we used 2BS cells to verify further that oridonin inhibited cellular senescence. Similarly, young 2BS cells (PD30) had a flat, spread appearance and even spacing, while cells in senescent cells (PD45) showed the characteristics of senescence, granular cytoplasm and accumulation of inclusions (Figure 1G). Compared with the PD45 cells, only 9.7% of SA-β-gal positive cells were observed in PD30 cells, and the proportion of SA-β-gal positive cells in senescent cells treated with oridonin was reduced to 76.1% (Figures 1G,H). Collectively, these results demonstrate that oridonin identified by CMAP analysis effectively maintains the viability of senescent cells and delays the replicative senescence progression.

### Oridonin Prolongs Yeast Replicative Lifespan

Developing anti-aging drugs is a tedious and time-consuming process, and only long-term life tests can obtain meaningful results. The yeast strain *Saccharomyces cerevisiae* (Xie et al., 2015) is one of the commonly used model organisms for aging research. The aging mechanism in yeast and other model organisms is also highly conserved. Budding yeast shows progressive senescence similar to that of mammals (Gershon and Gershon, 2000). In our attempt to determine the replicative lifespan of yeast, an automated device based on a microfluidic chip described previously was employed (Jo et al., 2015), which can measure the lifespan of yeast within 3 days.

Yeast was incubated in SD medium for 20 h, and then collected and loaded on the chip. The lifespan was monitored when the oridonin concentration was 0, 0.25, 0.5, 1, 2, 4, and 8 μM. The experimental results showed that oridonin led to a robust lifespan extension of 14.6–48.9% in the BY4741 strain in a dose-dependent manner (Figure 2A) compared with control media. In addition, oridonin treatment significantly reduced the number of cells with longer cell cycle duration (Figures 2B–H), thus decreasing the heterogeneity of cell cycle length, and prolonged lifespan.

**FIGURE 2:**
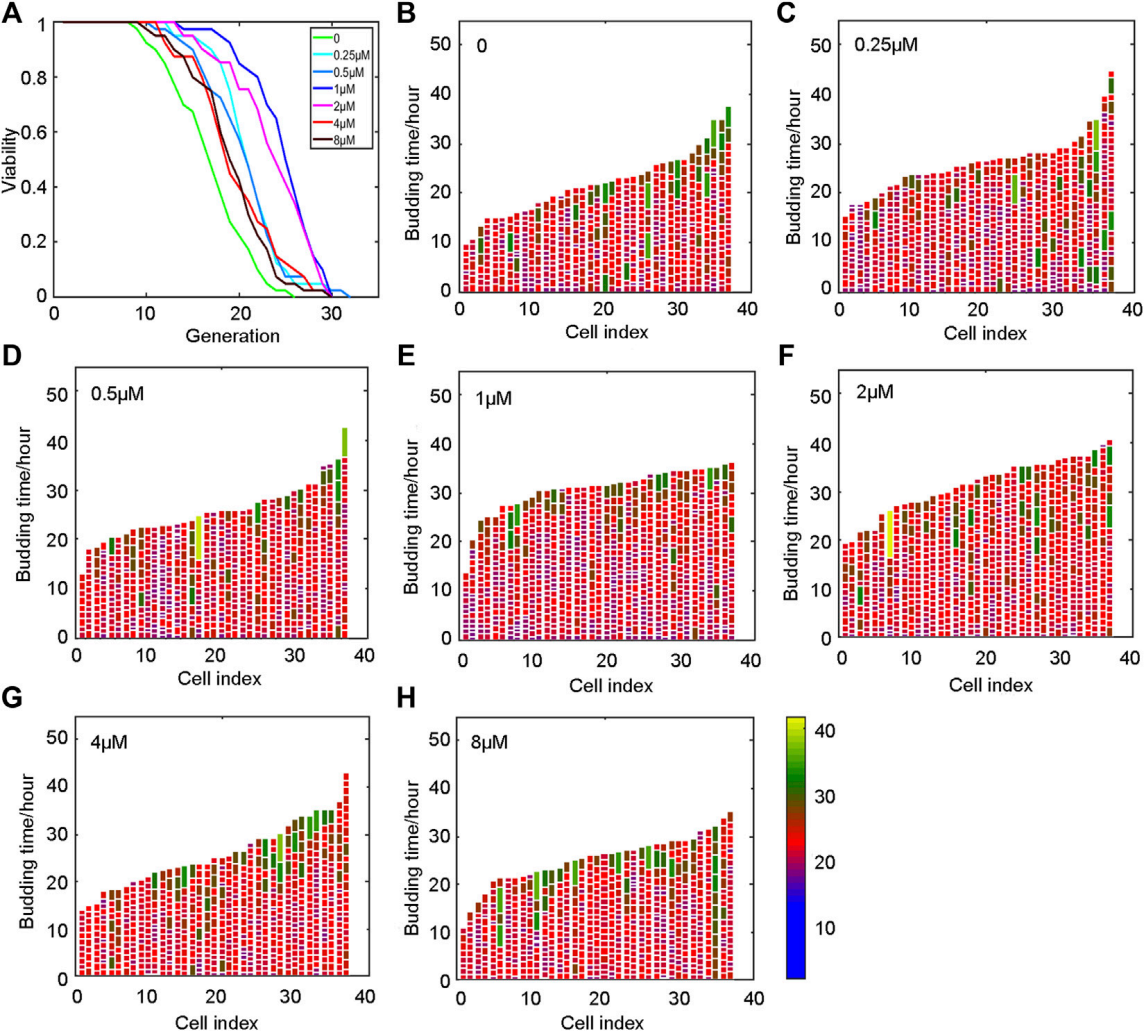
Oridonin prolongs the lifespan of yeast. **(A)** Oridonin extends the replication life of yeast. **(B–** **H)** Germination diagrams of wild-type and oridonin-treated mother cells show cell cycle duration and heterogeneity (**A–H**, *n* = 40 for each group) (see index color scale. Duration is 1.4 h or less. Cell cycle is colored in color purple). The x-axis shows a single parent cell as a vertical bar, while budding events are shown as white horizontal partitions.

### Oridonin Prolongs Lifespan and Healthspan in Mice

To further test whether oridonin can prolong the lifespan of mice, we selected 16-month-old C57BL/6J male mice to conduct lifespan and healthy lifespan tests under the intervention of oridonin. During the experiment, the oridonin treatment group extended the average life span of mice from 394 to 479 days (85 days, approximately 21.6% extension). Throughout the life process, the oridonin treatment group extended the average life span of mice from 874 to 959 days (85 days, approximately 9.7% extension) (Figure 3A). Moreover, we evaluated the physical function of old mice treated with oridonin through functional tests. Compared with the control group, oridonin treatment significantly improved grip strength (Figure 3B) and learning memory ability (Figure 3C). There was no significant difference in the average weekly weight between the control and treatment groups (Figure 3D), indicating the safety of taking 2 mg/kg of oridonin regularly. These results suggest that oridonin improves the lifespan and health of naturally aging mice.

**FIGURE 3:**
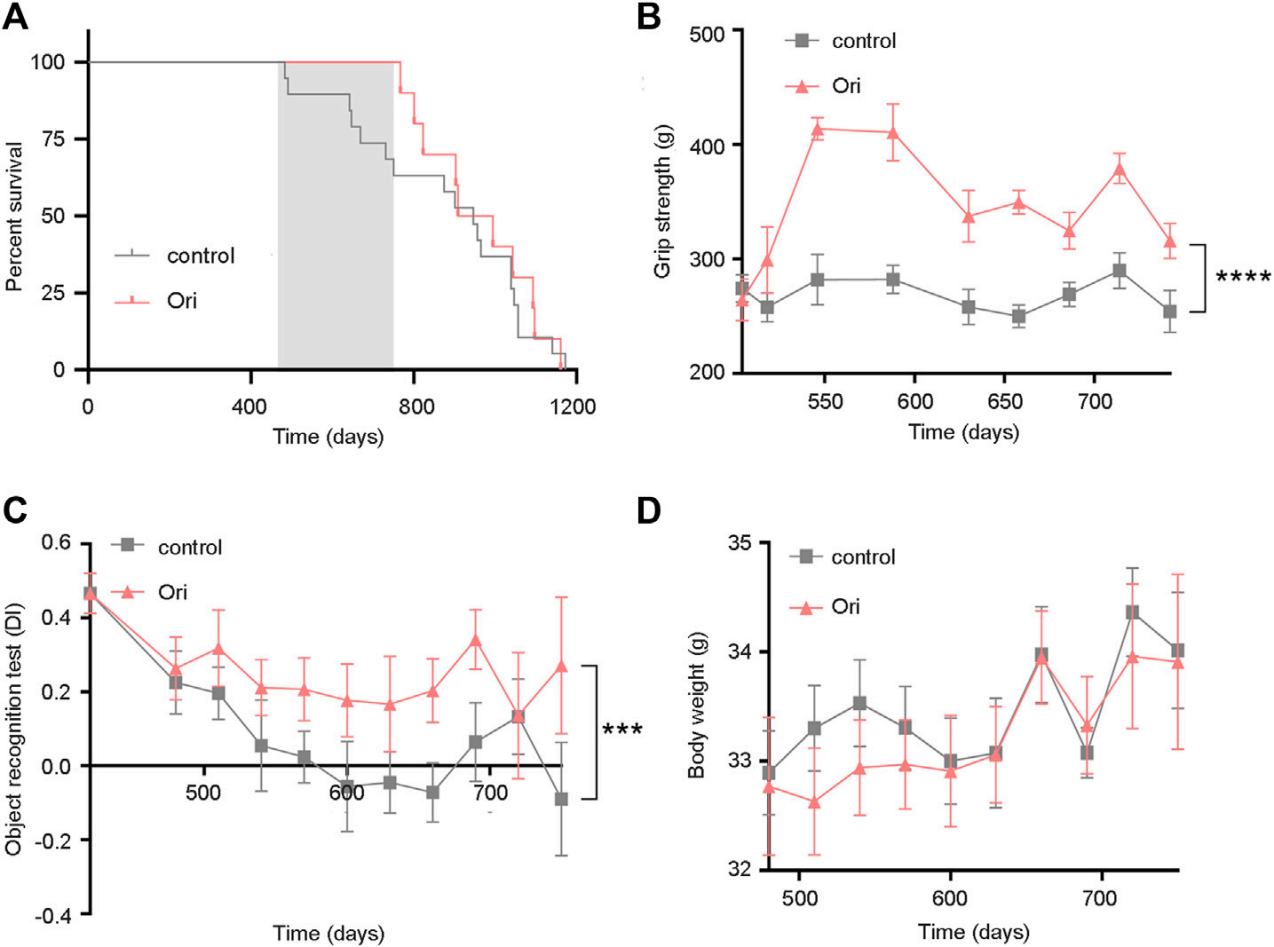
Oridonin prolongs the lifespan of mice and increases healthy lifespan. 16-month-old C57BL/6J mice were treated with vehicle or oridonin once a month for 6 months. **(A)** The survival curve of male mice treated with oridonin (Ori) (2 mg/kg) or vehicle control (the shadow is the period of administration. Control *n* = 19, oridonin 2 mg/kg *n* = 10). **(B)** Oridonin (Ori) (2 mg/kg) improves the grip of male mice (Control *n* = 19, oridonin 2 mg/kg *n* = 10). **(C)** Oridonin (Ori) improves the learning and memory ability of male mice (new object recognition experiment, DI: Discrimination index) (control *n* = 19, oridonin 2 mg/kg *n* = 10). **(D)** Detect the weight change of male mice under the intervention of oridonin (Ori) (2 mg/kg) (control *n* = 19, oridonin 2 mg/kg *n* = 10). Data represent the mean ± SEM. *p* values were determined by one-way ANOVA, two-way ANOVA or Student’s *t-test*. (*p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001).

### Oridonin Suppresses Doxorubicin-Induced Premature Senescence

Off-target toxicity limits the maximum tolerated dose of chemotherapeutic drugs and causes long-term health problems in cancer survivors, including accelerated aging (Henderson et al., 2014). The expression of the senescence markers p53 and p21 is upregulated, which leads to the generation of senescence-associated secretory phenotype (SASP) (Van Deursen, 2014; Childs et al., 2017; Wakita et al., 2020). Since chemotherapy can induce senescence (Ewald et al., 2010), we further explored whether oridonin could delay cellular senescence caused by chemotherapy drug doxorubicin. PD30 WI-38 and 2BS cells were treated with 1 μM doxorubicin for 12 h to detect whether oridonin could suppress the cellular senescence. In WI-38 cells, the percentage of SA-β-gal positive cells in the control group was 16.2% of the model group, and the rate of SA-β-gal positive cells in the oridonin-treated model group decreased in a dose-dependent manner (Figures 4A,B). At the same time, we also tested senescence markers, including p21, p53, and SASP. RT-qPCR results showed that compared with the control group, the mRNA and protein expression of IL-1α, IL-1β, IL-6, IL-8, p21, and p53, were upregulated in the model group. After oridonin treatment, the expression of these genes was downregulated (Figures 4C–F and Supplementary Figures S2A–E). Similarly, in 2BS cells, compared with the model group, the SA-β-gal positive cell rate in the control group was 10.0%, and the SA-β-gal positive cell rate in the oridonin-treated model group was significantly reduced (Figures 4G,H). The results indicate that oridonin delays cell senescence induced by doxorubicin.

**FIGURE 4:**
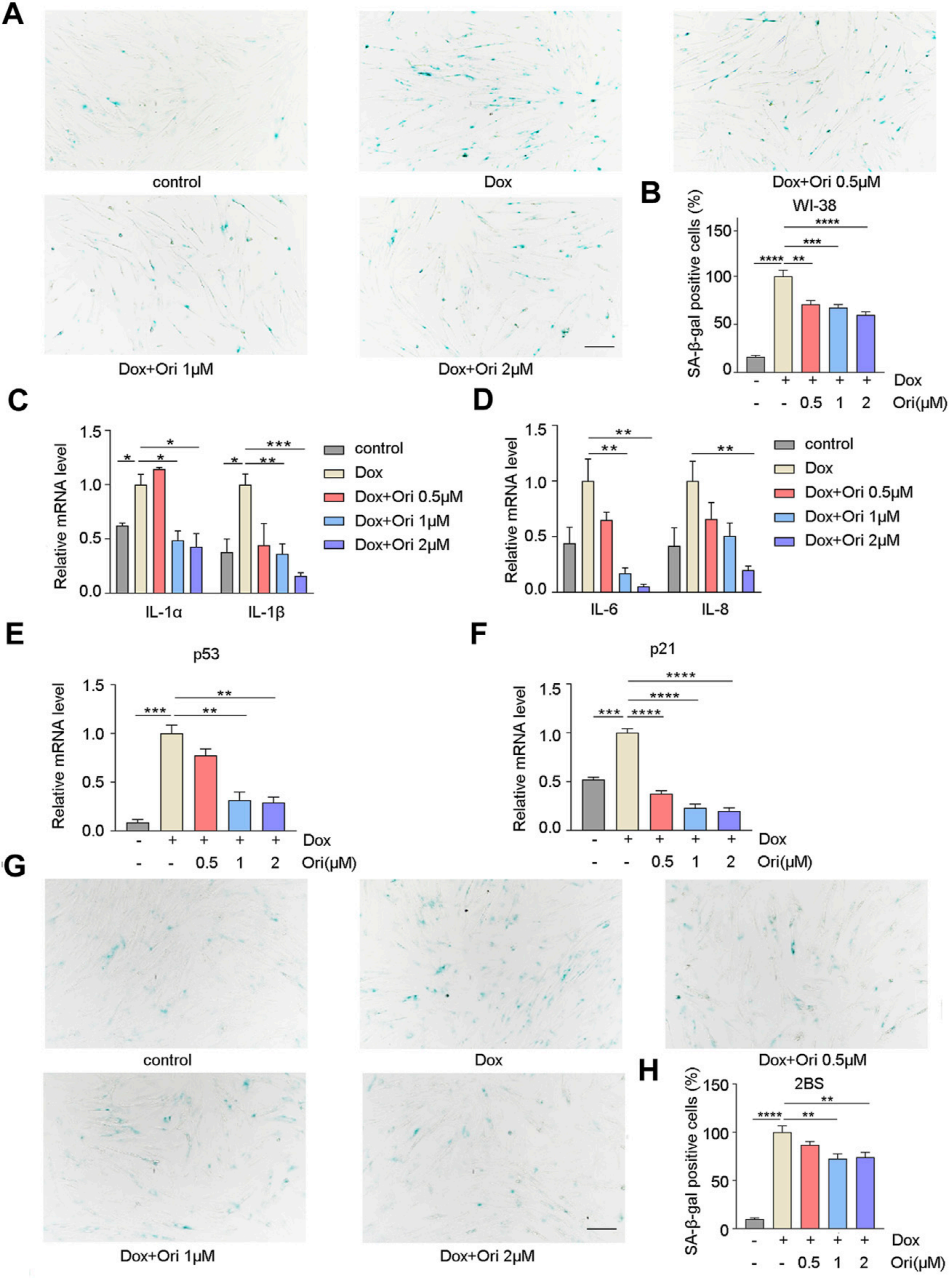
Oridonin delays cell senescence induced by doxorubicin. 1 μM doxorubicin-induced PD30 2BS or WI-38 cells for 12 h. **(A)** SA-β-gal staining of doxorubicin-induced WI-38 cells treated with 0.5, 1, 2 µM oridonin or DMSO carrier for 48 h, Bar = 200 µm. **(B)** Quantify the proportion of SA-β-gal positive cells in WI-38 cells treated with different treatments. **(C** **–D)** Treatment of doxorubicin-induced WI-38 cells with 0.5, 1, 2 µM oridonin or DMSO carriers for 36 h of IL-1α, IL-1β, IL-6, and IL-8 mRNA levels. **(E** **–F)** The changes of p53 and p21 mRNA levels in WI-38 cells induced by doxorubicin were treated with 0.5, 1, 2 µM oridonin or DMSO for 36 h. **(G)** SA-β-gal staining of doxorubicin-induced 2BS cells treated with 0.5, 1, 2 µM oridonin or DMSO carriers for 48 h, Bar = 200 µm. **(H)** Quantification of SA-β-gal positive cell rate in 2BS cells of different treatments (**A−** **H**, *n* ≥ 3 for each group). Data represent the mean ± SEM. one-way ANOVA or Student’s t-test determined *p* values. (*p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001).

### Oridonin Prolongs the Lifespan and Health Span in Premature Aging Mice

We speculated that oridonin could extend the lifespan of an accelerated aging mouse model induced by doxorubicin (Dang et al., 2020; Wiley et al., 2021). In this experiment, 8-week-old male C57BL/6J mice have induced senescence with a dose of 10 mg/kg doxorubicin. We found that oridonin treatment extended the average life span of doxorubicin-induced aging mice from 19 to 29 days (10 days, approximately 53.8% extension) compared to the control group (Figure 5A). Notably, mice treated with oridonin had significantly increased grip strength than the control group (Figure 5B), but there was no significant change in body weight (Figure 5C). Doxorubicin has been reported to induce nephrotoxicity and cardiotoxicity (Majumder et al., 2018; Galan-Arriola et al., 2019; Guerrero et al., 2019; Dang et al., 2020; Yang et al., 2020). Masson’s trichrome staining results showed that the degree of cardiac fibrosis of the doxorubicin-treated group was significantly increased compared to control mice, and oridonin treatment significantly attenuated doxorubicin-induced myocardial fibrosis (Figures 5D,E). Hematoxylin and eosin (H&E) staining conducted a histomorphological analysis of the kidney. Compared with the control group, the model group had noticeable damage to the renal tubules, while the oridonin treatment group had significantly less damage (Figures 5F–H). These results suggest that oridonin prolongs the lifespan, improves health span, and improves tissue morphological changes in doxorubicin-induced aging mice.

**FIGURE 5:**
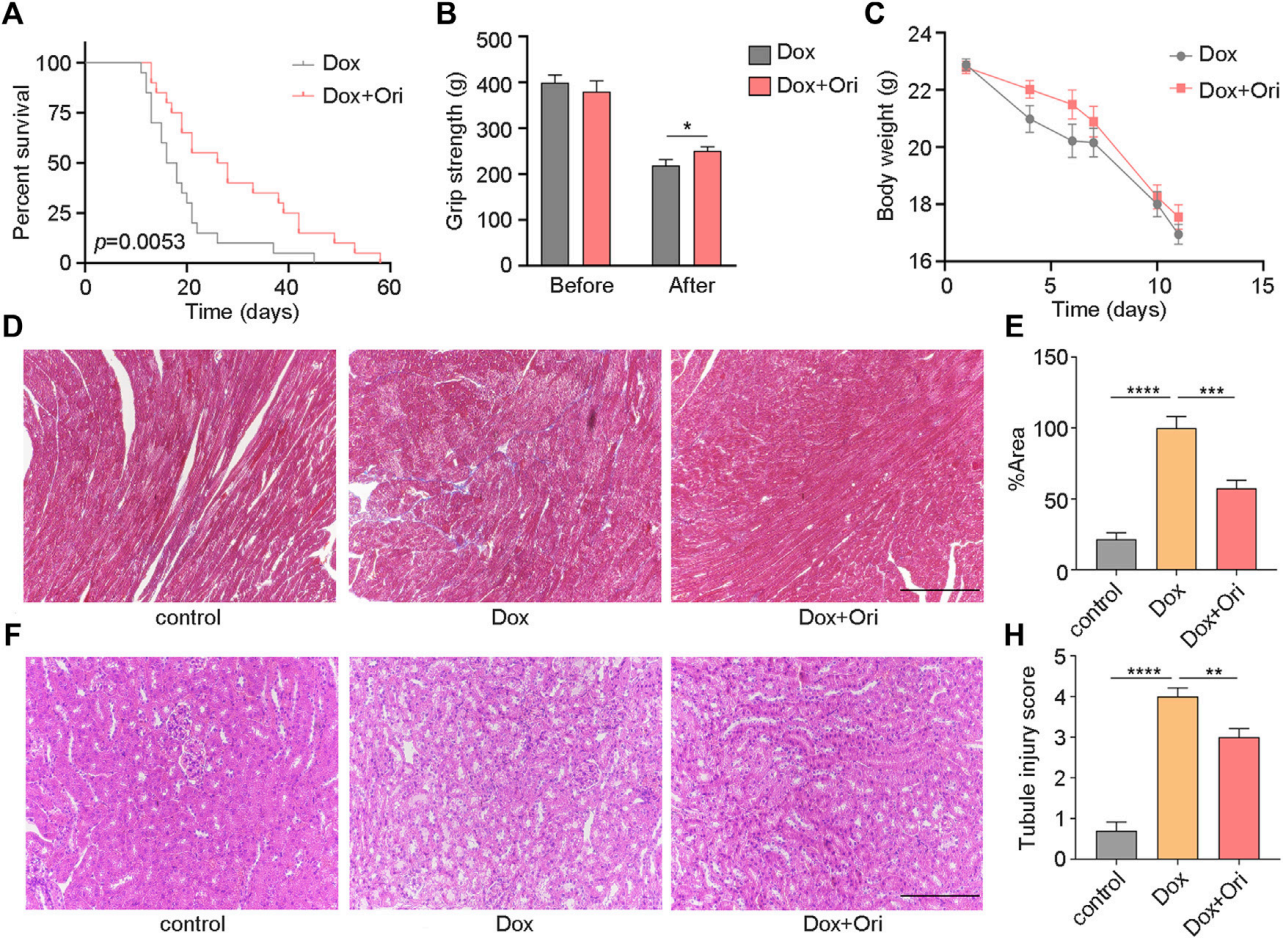
Oridonin prolongs the lifespan and healthy lifespan of premature aging mice. **(A)** Oridonin (Ori) (2 mg/kg) prolongs the lifespan of mice with premature aging induced by doxorubicin (model *n* = 19, oridonin 2 mg/kg *n* = 10, P= 0.0053). **(B)** The mouse grip test (left) before the doxorubicin model and oridonin (Ori) intervention, and the mouse grip test (right) 2 weeks after the doxorubicin model and oridonin (Ori) intervention (*n* = 12–20). **(C)** Doxorubicin-induced senescence in mice, and body weight was detected under the intervention of oridonin (Ori) (*n* = 12–20). **(D–** **E)** Masson’s trichrome staining was used to detect the cardiac morphology, fibrosis and quantification of mice in the control group, doxorubicin-induced aging and oridonin (Ori) intervention groups (*n* = 6 per group), Bar = 100 µm. **(F)** HE staining to detect the kidney morphology of mice in the normal control group, doxorubicin-induced aging and oridonin (Ori) intervention groups (*n* = 6 per group), Bar = 100 µm. **(H)** Kidney injury score (*n* = 6 per group). Data represent the mean ± SEM. *p* values were determined by one-way ANOVA, Student’s *t-test* or. Log-rank (Mantel-Cox) test. (*p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001).

### Oridonin Extends Lifespan Through AKT and NLRP3

It has been reported that oridonin is an inhibitor of AKT (Song et al., 2018). We first knocked out the homologous gene Sch9 of AKT in yeast to explore how oridonin plays an antiaging effect and possible targets. Oridonin treatment failed to extend its lifespan in the Sch9 knockout strain. At the same time, the Sch9 knockout strain had a more prolongated lifespan than the wild type. The strain’s lifespan is extended by 42.3% (Figures 6A,B). This result indicates that oridonin prolongs the lifespan of yeast through Sch9, and knocking out Sch9 can prolong the lifespan of yeast.

**FIGURE 6:**
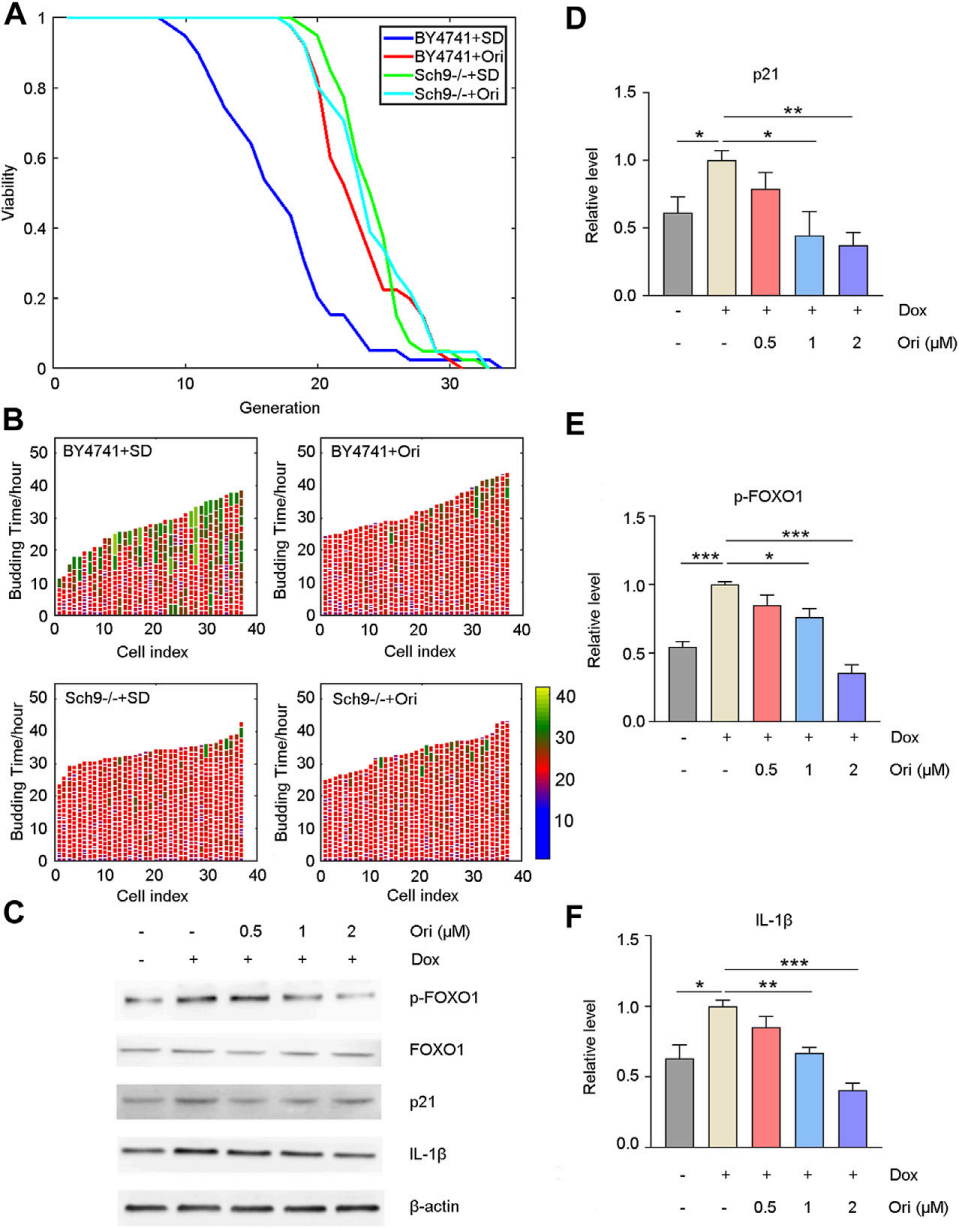
Oridonin delays aging through AKT and NLRP3. **(A)** Wild-type cells treated with oridonin (1 μM) (BY4741 + Ori) have a longer replication life span than wild-type cells in SD medium (BY4741 + SD). Compared with the Sch9 knockout strain (Sch9−/− + SD), the Sch9 knockout strain treated with oridonin (1 μM) (Sch9−/− + Ori) did not extend its lifespan. At the same time, compared with the wild type, the Sch9 knockout strain has a longer life span. **(B)** Wild-type (BY4741 + SD), oridonin-treated wild-type cells (BY4741 + Ori), Sch9 knockout strain (Sch9−/− + SD), and oridonin-treated Sch9 knockout strain (Sch9−/− + Ori), showing cell cycle duration and heterogeneity (see index color scale; cell cycles with a duration of 1.4 h or less are colored in purple). The x-axis shows a single mother cell as a vertical bar, while budding events are shown as horizontal white partitions (**A–B**, *n* = 40 for each group). **(C)** Western blot analysis of p-FOXO1, FOXO1, p21, and IL-1β protein expression in the control group, the doxorubicin-induced aging model group, and the 0.5, 1, 2 µM oridonin treatment group. **(D–** **F)** Quantification of P-FOXO1, FOXO1, p21, and IL-1β protein expression in the control group, doxorubicin-induced aging model group, 0.5, 1, and 2 µM oridonin treatment group analyzed by Western blot (**C–F**, *n* ≥ 3 for each group). Data represent the mean ± SEM. one-way ANOVA or Student’s t-test determined *p* values. (*p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001).

Western blot detected downstream signaling pathways of AKT and aging-related proteins to confirm that oridonin functions through AKT in human cells. Compared with the control group, the doxorubicin-induced senescent cell model group had upregulated FOXO1 phosphorylation level and p21 expression. In contrast, FOXO1 phosphorylation and p21 expression were downregulated in the oridonin-treated cells, thereby prolonging lifespan (Figures 6C–E). Oridonin has been reported to act directly on NLRP3 inflammasomes and block the assembly of NLRP3 inflammasomes (He et al., 2018). Therefore, we used the Western blot to detect its downstream signal pathways, such as IL-1β. As expected, compared with the control group, the expression of IL-1β in the doxorubicin-induced senescent cell model group was upregulated. In contrast, the expression of IL-1β in the oridonin-treated group was downregulated (Figures 6C–E). These results indicate that oridonin exerts anti-aging effects through AKT and NLRP3.

### Oridonin Reverses the Gene Changes Caused by Doxorubicin-Induced Cell Senescence

To further study whether oridonin also affects other signaling pathways. 

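WI-38 is an established line of human diploid lung fibroblasts with a limited number of divisions in culture, and the cells sequenced here were at population doubling 30. Doxorubicin is an anthracycline that damages DNA through topoisomerase II, and oridonin is a diterpenoid of the plant Rabdosia rubescens. The control group received the DMSO carrier and the senescence model group received 1 μM doxorubicin for 12 h, and both groups were then kept in DMSO-containing medium for 48 h. A further group received oridonin over the same 48 h after doxorubicin. Each group had 3 libraries read from both ends over 150 bp. The values analysed here are those of the 3 control and the 3 doxorubicin libraries, and the oridonin libraries were not analysed here.
The authors' deposited table for doxorubicin against control gives a value per gene and library, and a fold change, a p-value and an adjusted p-value per gene. It lists 6499 genes, all with a fold change over 1.2 and a p-value under 0.05, and these genes were therefore chosen on the same 6 libraries that are compared here. No test on them is independent of that choice. The unit of the values per library is not named and was inferred. Read as TPM (transcripts scaled to the same total in each library), the genes outside the table changed by 3.0% in sum after doxorubicin on the scale of the deposited fold changes, and read as FPKM they would have changed by 16.3%. TPM was used. It keeps no record of the number of reads, so the depth of each library is unknown and precision was judged from the replicates. The listed genes held 54.3 to 54.8% of the TPM of a control library and 58.6 to 60.0% of the TPM of a doxorubicin library. Across the genes tested, which are not independent replicates, Pearson's r of log2(TPM + 1) was 0.992 to 0.995 between libraries of a group and 0.935 to 0.958 between libraries of different groups.
Fold changes were fitted with limma on log2(TPM + 1) for the 5721 genes with a mean of at least 1 TPM over the 6 libraries, with the Benjamini-Hochberg adjustment over these genes. On this scale the change of a low gene is understated. For a single gene, the exact two-sided permutation test of 3 libraries against 3 cannot give a p below 0.1. The paper's text does not name the aligner, the genome build or the test behind the table, so gene positions are those of GENCODE release 29 on GRCh38, matched through the Ensembl identifiers of 6462 listed genes.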

In WI-38 cells, we used RNA-seq to detect genetic changes in young cells, doxorubicin-induced senescent cells, and oridonin-treated doxorubicin-induced senescent cells. Doxorubicin-induced cellular senescence (CVSD) and oridonin intervention (DVSO) had 352 genes that changed in common (Figure 7A). 

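Of the 6499 genes in the authors' deposited table for doxorubicin against control (CVSD), 5612 also had the table's adjusted p-value under 0.05 and 887 did not. In the limma fit of the TPM values, 4142 of the 5721 genes tested passed both a fold change of 1.2 and an unadjusted p of 0.05, and 4076 passed with the adjusted p in place of the unadjusted one. The minimum fold change moved this count most, and 463 genes passed with a fold change over 2. In 4617 of the genes tested (80.7%), every doxorubicin library lay on the same side of every control library. Chance gives 10% for genes not chosen by their difference. The genes tested were chosen by it on the same libraries, so a high share follows at least in part from that choice. The genes changed in common with oridonin intervention (DVSO) were not analysed here.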

The heatmap found that doxorubicin caused upregulation or downregulation of genes, and oridonin intervention reversed most genes’ changes (Figure 7B). 

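After doxorubicin, 1337 of the genes that passed in the limma fit were upregulated and 2805 were downregulated. This balance depended on the scale of the values. The fold change in the authors' deposited table lay above the ratio of the TPM means by a median of 0.20 on the log2 scale over the 3765 genes above 5 TPM in both groups, and that table lists 3191 genes as upregulated and 3308 as downregulated. The median log2 fold change of all genes tested was -0.28 on the TPM values, -0.01 after quantile normalization and -0.11 after rescaling the doxorubicin libraries to the deposited fold change, a setting chosen after the data were seen. The genes that passed were 1919 up and 1698 down after quantile normalization and 2442 up and 2221 down after rescaling. Of these, 53.1% and 52.4% were upregulated, against 32.3% on the TPM values. Quantile normalization gives every library the same distribution and was run on listed genes alone. A median near 0 and a near balance of directions therefore follow largely from that step, and do not show which balance is right.
On the log2(TPM + 1) scale, the largest rise was that of KRT17 (ENSG00000128422, chromosome 17, 41619441 to 41624842), from 2.69 ± 0.789 TPM (SD, n = 3) in control cells to 40.1 ± 4.23 TPM (SD, n = 3) after doxorubicin, with a log2 fold change of 3.49 (standard error 0.15, adjusted p = 4.95e-08 from limma). SULF2 (ENSG00000196562, chromosome 20, 47656348 to 47786616) rose from 0.907 ± 0.150 to 15.3 ± 1.45 TPM (SD, n = 3 each) and IGFBP2 (ENSG00000115457, chromosome 2, 216632828 to 216664436) from 5.43 ± 1.43 to 45.8 ± 7.52 TPM (SD, n = 3 each), with log2 fold changes of 3.09 and 2.88. On the same scale, the largest fall was that of UBE2C (ENSG00000175063, chromosome 20, 45812576 to 45816957), from 54.9 ± 1.53 to 0.54 ± 0.079 TPM (SD, n = 3 each), with a log2 fold change of -5.18 (standard error 0.11, adjusted p = 7.7e-10 from limma). CDC20 (ENSG00000117399, chromosome 1, 43358955 to 43363203) fell from 46.2 ± 5.62 to 0.773 ± 0.243 TPM (SD, n = 3 each) and PCLAF (ENSG00000166803, chromosome 15, 64364311 to 64387687) from 28.2 ± 4.11 to 0.42 ± 0.533 TPM (SD, n = 3 each), with log2 fold changes of -4.74 and -4.42. This order depends on the pseudocount, which lowers the fold change of genes near 0 TPM. With a pseudocount of 0.1 the log2 fold change was 3.94 for SULF2 and 3.88 for KRT17, and by the ratio of TPM means other genes fell more than UBE2C. All 6 are protein-coding genes whose control and doxorubicin libraries did not overlap (exact permutation test, p = 0.1, the smallest that 3 libraries against 3 allow).

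**Figure D1:**
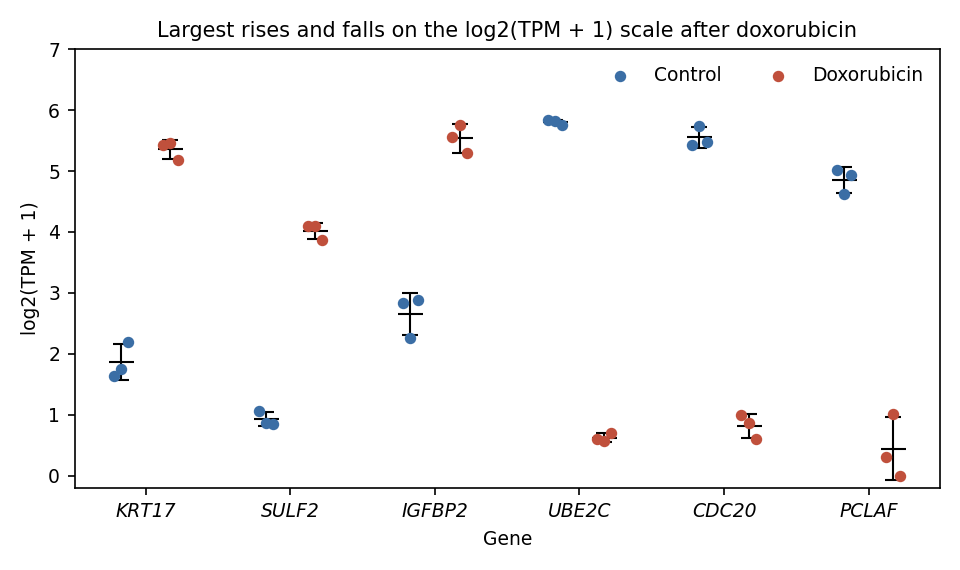
Expression of the 3 genes with the largest rise and the 3 with the largest fall after doxorubicin on the log2(TPM + 1) scale, which is the vertical axis. Points are the 3 control (blue) and 3 doxorubicin (red) libraries, and bars give the mean and SD of each group. In all 6 genes the groups are separate, with log2 fold changes from -5.18 (UBE2C) to 3.49 (KRT17).

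From the heatmap of the genes changed in common, the paper states that doxorubicin moved genes in both directions and that oridonin reversed most of these changes (Fig. 7B). The values above are those of genes changed by doxorubicin, and which of them changed in common with oridonin was not analysed here.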

Next, we performed GO enrichment analysis based on these 352 genes, and found the main modifications in cell signal transduction (Supplementary Figure S3A). Therefore, we performed a KEGG enrichment analysis, and found that the FOXO signaling pathway, mTOR signaling pathway had changed (Figures 7C,D), noting that these two signal pathways are also directly related to AKT. Additionally, we also found changes in the T cell receptor, cGMP-PKG, and Hippo signaling pathways (Figures 7C,D). 

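The 30 genes of the chord plot (Fig. 7C) are all in the authors' deposited table for doxorubicin against control, 12 as upregulated and 18 as downregulated. Of the 28 with a mean of at least 1 TPM, 27 had an adjusted p under 0.05 in limma, 9 of them up and 18 down, and the count was also 27 when adjusted over the list alone. As the study chose these genes on these libraries, the latter is not independent evidence.
Among the mTOR pathway genes of the plot, LAMTOR4 (ENSG00000188186, chromosome 7, 100148907 to 100155944), which encodes a subunit of the Ragulator complex, rose from 157 ± 4.34 to 241 ± 28.1 TPM (SD, n = 3 each), a log2 fold change of 0.61 (standard error 0.08, adjusted p = 0.000122 from limma). PIK3CA (ENSG00000121879, chromosome 3, 179148114 to 179240093), the catalytic subunit of the kinase upstream of AKT, fell from 6.39 ± 1.11 to 4.15 ± 0.04 TPM (SD, n = 3 each), with a log2 fold change of -0.51 (standard error 0.13, adjusted p = 0.00626 from limma). The WNT receptor genes FZD1 and LRP6 had log2 fold changes of -0.58 and -0.56, and the ligand genes WNT16 and WNT2 of -1.07 and -0.64. ATM, a kinase gene of the FOXO list, had a log2 fold change of -0.54, and FOXO3 (ENSG00000118689, chromosome 6, 108559835 to 108684774) fell from 9.84 ± 0.591 to 5.69 ± 0.9 TPM (SD, n = 3 each), with a log2 fold change of -0.70 (adjusted p = 0.00087 from limma). After quantile normalization the adjusted p was no longer under 0.05 for PIK3CA, FZD1, LRP6, WNT2 and ATM, at 0.349, 0.107, 0.137, 0.141 and 0.175. That step takes out a shift shared by the listed genes, whether it is real or not.
As classes, 20 of the 26 mTOR genes tested were lower and 4 higher with an adjusted p under 0.05 in limma, and of the 28 FOXO genes tested 18 were lower and 6 higher. The counts were the same when adjusted over the list alone. Their median log2 fold changes were -0.51 and -0.52, which is -0.23 for each class relative to the median of all genes tested. Against the other listed genes neither class stood apart in limma's camera test with a preset correlation between genes of 0.01 (adjusted p = 0.0812 for mTOR and 0.211 for FOXO). The rotation test fry, which asks only whether the genes of a class changed, gave adjusted p-values of 0.00284 and 0.00442 on genes already listed as changed.

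**Figure D2:**
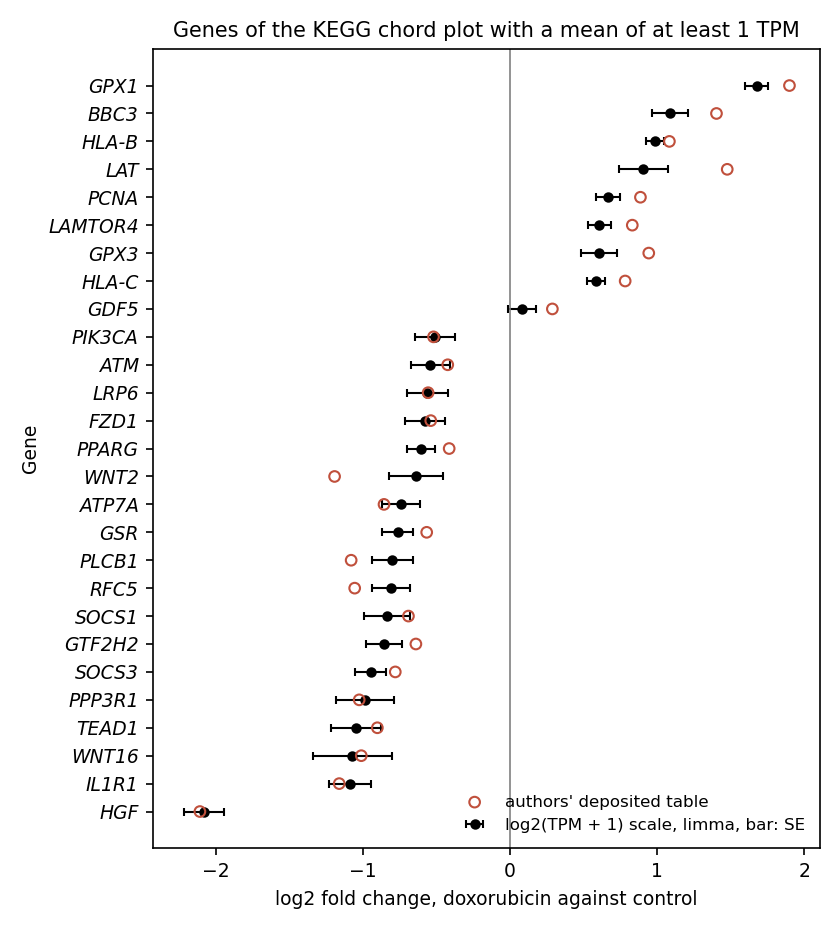
Log2 fold change of doxorubicin against control, on the horizontal axis, for 27 of the 28 genes of the chord plot with a mean of at least 1 TPM. Filled points with bars are the limma estimates from log2(TPM + 1) and their standard errors, and open circles are the values of the authors' deposited table. The limma values run from -2.08 (HGF) to 1.68 (GPX1), and GDF5 at 0.08 lies within its standard error of 0.

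From the enrichment of KEGG pathways among the genes changed in common, the paper states that FOXO and mTOR signaling had changed, and it notes that both pathways are directly related to AKT.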

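In the T cell receptor pathway, PTPRC (ENSG00000081237), which encodes CD45, was near the lower limit of the values, with 0.01, 0.08 and 0.12 TPM in the 3 control libraries and 0.11, 0.62 and 0.1 TPM in the 3 doxorubicin libraries. The highest value was that of doxorubicin replicate 2, and the groups overlapped (exact permutation test, p = 0.3). In the authors' deposited table its log2 fold change was 2.46. LAT (ENSG00000213658, chromosome 16, 28984826 to 28990783) rose from 4.26 ± 0.915 to 8.85 ± 1.71 TPM (SD, n = 3 each), with a log2 fold change of 0.91 (standard error 0.16, adjusted p = 0.000843 from limma). PPP3R1 (ENSG00000221823, chromosome 2, 68178857 to 68256237), a calcineurin subunit, fell from 7.16 ± 2.12 to 3.09 ± 0.84 TPM (SD, n = 3 each), with a log2 fold change of -0.99 (standard error 0.20, adjusted p = 0.00154 from limma). Only 5 genes of the T cell receptor class reached a mean of 1 TPM, 4 of them lower and 1 higher, and the class did not stand apart from the other listed genes (limma's camera, adjusted p = 0.436).
In the Hippo class, TEAD1 (ENSG00000187079, chromosome 11, 12674591 to 12944483), a transcription factor at the end of the pathway, fell from 21.6 ± 3.17 to 10.1 ± 2.62 TPM (SD, n = 3 each), a log2 fold change of -1.05 (standard error 0.17, adjusted p = 0.000509 from limma). BBC3 (ENSG00000105327, chromosome 19, 47220822 to 47232766) rose from 8.76 ± 0.648 to 19.8 ± 2.55 TPM (SD, n = 3 each), a log2 fold change of 1.09 (standard error 0.12, adjusted p = 3.92e-05 from limma). GDF5 differed by less than the replicate spread, with 22.8 ± 1.97 and 24.1 ± 1.45 TPM (SD, n = 3 each) and an adjusted p of 0.427 in limma. After rescaling to the deposited fold change, chosen after the data were seen, GDF5 had a log2 fold change of 0.28 with an adjusted p under 0.05. Of the 16 Hippo genes tested, 14 were lower and 1 higher with an adjusted p under 0.05 in limma, also when adjusted over the list alone. Their median log2 fold change was -0.56, or -0.28 relative to the median of all genes tested (limma's camera, adjusted p = 0.0287). With the correlation between genes estimated from these libraries in place of the preset value, the adjusted p of the Hippo class was 0.503. Camera took no account of the length of genome that a gene spans. In the tenth of genes with the longest span, the median log2 fold change was -0.538, so a part of span in the Hippo result stays open. This limit also applies to the mTOR and FOXO classes. The genes of the cGMP-PKG pathway were not tested as a class here.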

Finally, we used the differentially expressed genes caused by doxorubicin-induced cell senescence (CVSD) and the differentially expressed genes caused by oridonin treatment of senescent cells (DVSO) to perform GO and KEGG enrichment analysis. The same signal transduction-related genes had major changes (Supplementary Figures S3B–D). 

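Among the KEGG terms that the paper reports for the genes changed by doxorubicin (Supplementary Figure S3C), oxidative phosphorylation, DNA replication and p53 signaling were each tested as a class of genes. These lists are short core lists or symbol patterns fixed before the data were examined, not the KEGG terms, and camera compared each with the other listed genes only. The list of oxidative phosphorylation holds nuclear genes only and leaves out the mitochondrially encoded subunits. Its 66 listed genes had log2 fold changes from -0.01 to 0.63. Their median was 0.30, or 0.58 relative to the median of all genes tested and 0.23 relative to it after quantile normalization, and 65 of 66 were higher on the TPM values, 62 after quantile normalization and 66 after rescaling to the deposited fold change (limma's camera, adjusted p = 4.95e-14). Of these, 58 had an adjusted p under 0.05 in limma, and 60 when adjusted over the list alone. In the tenth of genes with the shortest genomic span, the median log2 fold change was 0.329. Camera took no account of span, so how far the rise of this class follows from short genes was not tested. The 86 annotated genes of the pattern include 20 that are not in the table and were not analysed here.
DNA replication genes fell, with a median log2 fold change of -1.11 and -0.83 relative to the median of all genes tested (limma's camera, adjusted p = 6.72e-06). With an adjusted p under 0.05 in limma, 24 of the 26 were lower and 1 was higher, also when adjusted over the list alone. The higher one was PCNA (ENSG00000132646, chromosome 20, 5114953 to 5126626), which rose from 119 ± 4.9 to 191 ± 21.1 TPM (SD, n = 3 each), a log2 fold change of 0.67 (standard error 0.08, adjusted p = 7.47e-05 from limma). RFC5 (ENSG00000111445, chromosome 12, 118013588 to 118033130), a subunit of the complex that loads PCNA onto DNA, fell from 4.99 ± 0.291 to 2.43 ± 0.376 TPM (SD, n = 3 each), a log2 fold change of -0.81 (standard error 0.13, adjusted p = 0.000388 from limma).
All 17 listed p53 target genes were higher on each of the 3 scales, with a median log2 fold change of 0.75 and 1.03 relative to the median of all genes tested (limma's camera, adjusted p = 1.96e-07), and 14 had an adjusted p under 0.05 in limma, also when adjusted over the list alone. CDKN1A (ENSG00000124762, chromosome 6, 36676460 to 36687339), which encodes p21, rose from 696 ± 12.7 to 1456 ± 52 TPM (SD, n = 3 each), a log2 fold change of 1.06 (standard error 0.05, adjusted p = 6.56e-08 from limma). With each library left out in turn it stayed between 1.04 and 1.09. All 3 classes also had an adjusted p under 0.05 in fry, and none did in camera with the correlation estimated from these libraries, at 0.225 for oxidative phosphorylation, 0.214 for DNA replication and 0.159 for p53 targets.

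**Figure D3:**
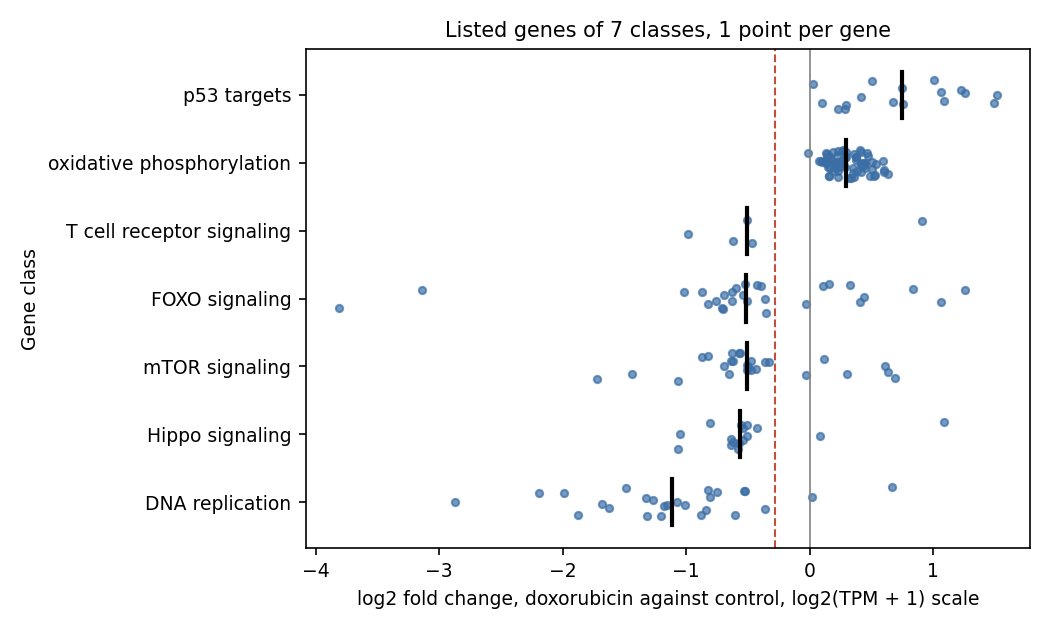
Log2 fold change of doxorubicin against control, on the horizontal axis, for the listed genes of 7 gene classes with a mean of at least 1 TPM. Each point is a gene, the black bar is the median of its class, the grey line is 0 and the dashed red line is the median of all genes tested, at -0.28. The class medians run from -1.11 for DNA replication to 0.75 for p53 targets.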

Oridonin treatment also changed the AGE-RAGE, NF-κB, and TNF signaling pathways (Supplementary Figure S3D). The RT–qPCR results also supported these findings (Figure 7E). Surprisingly, among the differentially expressed genes caused by oridonin, we found that the top-ranked genes included histone and ubiquitin ligase-related genes, and RT–qPCR also confirmed this finding (Figure 7F). This result indicates that oridonin may delay aging by influencing epigenetics. These results indicate that oridonin reversed the genetic changes caused by doxorubicin-induced cell senescence.

**FIGURE 7:**
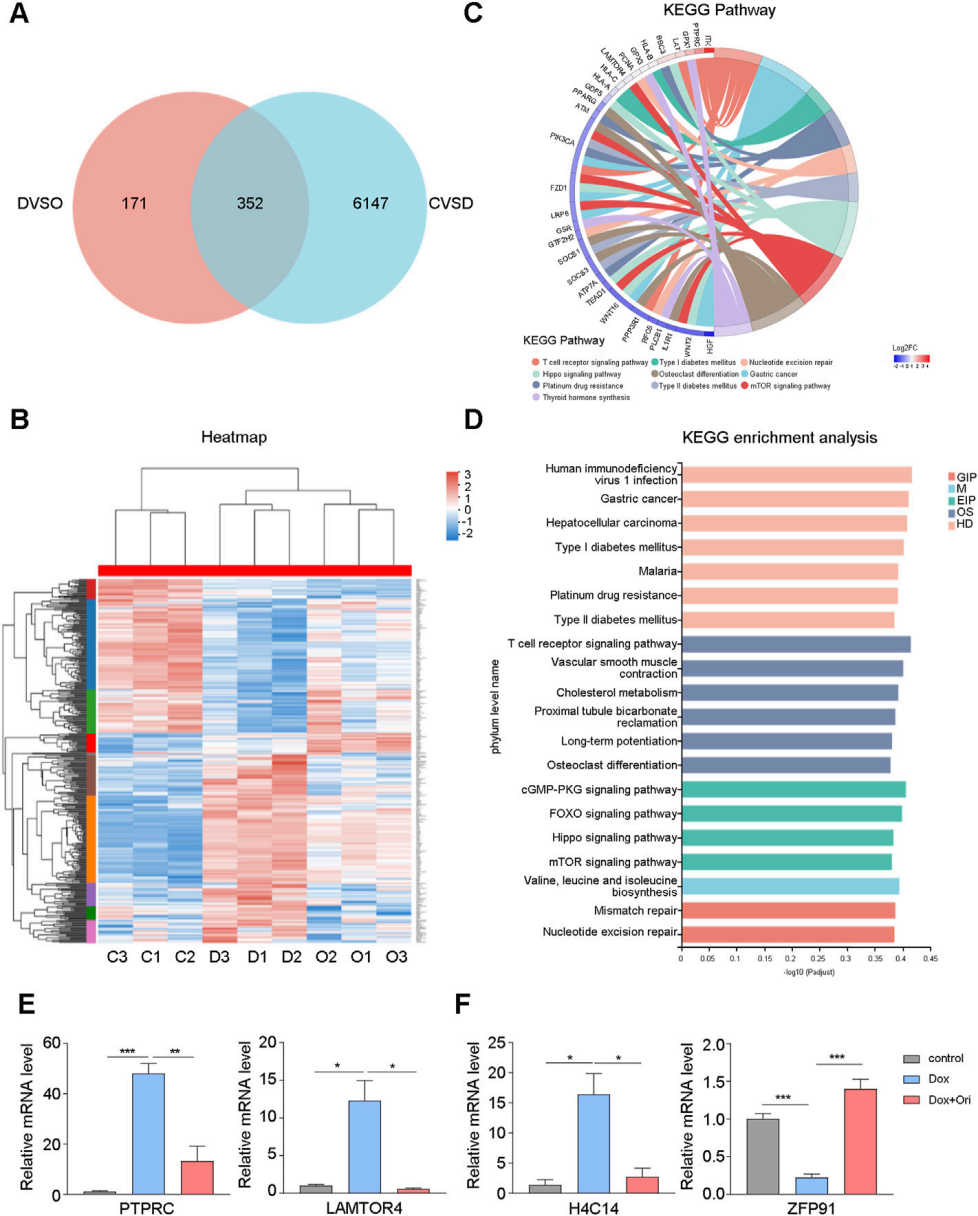
Oridonin reverses the gene changes caused by doxorubicin-induced cell senescence. WI-38 cells were first induced with 1 μM doxorubicin for 12 h, and then treated with oridonin or DMSO-containing medium for 48 h. **(A)** The differential gene (CVSD) produced by doxorubicin-induced cell senescence and the differential gene (DVSO) produced by oridonin treatment of doxorubicin-induced senescent cells were used for Venn analysis. **(B)** Gene heatmap: the intersection gene of the differential gene (CVSD) produced by doxorubicin-induced cell senescence and the differential gene (DVSO) produced by oridonin treatment doxorubicin-induced senescent cells. **(C)** Chord plot of KEGG terms: the intersection of the differential gene (CVSD) produced by doxorubicin-induced cell senescence and the differential gene (DVSO) produced by oridonin treatment of doxorubicin-induced senescent cells. **(D)** KEGG enrichment analysis: the intersection of the differential gene (CVSD) produced by doxorubicin-induced cell senescence and the differential gene (DVSO) produced by oridonin treatment doxorubicin-induced senescent cells. Different colors indicate the 7 branches of the KEGG metabolic pathway, namely metabolism (M), genetic information processing (GIP), environmental information processing (EIP), cellular processes (CP), biological systems (OS), and human diseases (HD), Drug Development (DD). **(E)** Quantitative PCR analysis of gene expression. **(F)** Quantitative PCR analysis of the histones and ubiquitin ligases (**A–F**, *n* = 3 for each group). Data represent the mean ± SEM. one-way ANOVA or Student’s t-test determined *p* values. (*p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001).

## Discussion

In this study, oridonin was found, selected based on a TCM-CMAP, to prolong the lifespan of yeast, and inhibit replicative senescence and doxorubicin-induced senescence in human cells, and extend the lifespan of naturally aged mice and doxorubicin-induced aging mice and improve healthspan. Oridonin did not extend the lifespan of the Sch9 knockout strain, and the Sch9 knockout strain had a longer lifespan compared to the wild-type strain. These results indicate that oridonin exerts antiaging effects by inhibiting AKT signaling.

Numerous antiaging compounds have been identified, including NAD^+^ supplements: nicotinamide riboside (NR) and nicotinamide mononucleotide (NMN), but further research is still needed to determine whether NR or NMN have Beneficial effects; senolytics: Satinib and quercetin, but there are still some unanswered questions about this strategy of targeting senescent cells. Most of the senolytics discovered so far may affect non-senescent cells, and senolytics can lead to stem cell exhaustion (Kirkland and Tchkonia, 2017; Partridge et al., 2020); mTOR inhibitor: rapamycin, but rapamycin induces hyperglycemia, hyperglycemia Hyperlipidemia, renal toxicity, poor wound healing, decreased platelet count, and immunosuppression (Augustine et al., 2007; De Oliveira et al., 2011); AMPK activators: metformin and aspirin, etc. The side effects of metformin are also apparent, and some patients may experience diarrhea, abdominal distension, etc. (Soukas et al., 2019), aspirin also increases the risk of gastrointestinal bleeding (Mcneil et al., 2018). Therefore, more anti-aging drugs still need to be discovered, and the TCM compound library still has great potential for mining. At the same time, we are the first to apply the CMAP screening strategy to the screening of anti-aging drugs, and provide suggestions for anti-aging drug screening.

Oridonin is the main component of Rubescens that is commonly used in Chinese medicine to treat inflammatory diseases (Chen et al., 2009). Oridonin has attracted widespread attention due to its various pharmacological properties, including antitumor (Zhou et al., 2007; Bao et al., 2014), and inflammatory field (Ku and Lin, 2013), and antibacterial properties (Xu et al., 2014). Here, we used yeast, cell and mouse models to prove the antiaging activity of oridonin. Oridonin significantly reduced the hallmarks of cellular senescence, such as SA-β-gal positive cells in naturally senescent cells and induced senescent cells. The rate of SA-β-gal positive cells rate is considered the gold standard for cellular senescence. These results demonstrate that oridonin delays cellular senescence. At the same time, cellular senescence is considered to be one of the important causes of body aging.

Interestingly, we found that oridonin prolongs the lifespan of naturally aging mice and improves the healthy lifespan of mice, such as cognitive ability, which is also consistent with reports that oridonin can improve neurological diseases (Xu J et al., 2018). We also found that oridonin could reduce the heart and kidney damage caused by doxorubicin. The results suggest that oridonin has a protective effect on the heart and kidneys. Unfortunately, in naturally aged mice, the lifespan of mice was significantly prolonged during oridonin administration, but the lifespan extension did not last after the administration was stopped. In the premature aging mouse model, continuous oridonin administration prolonged the lifespan of mice, which suggests that oridonin needs long-term intervention to extend lifespan.

At the same time, our results indicate that oridonin works through the AKT signaling pathway. It has been reported that the AKT signaling pathway is essential for cell senescence and aging. The AKT signaling pathway can phosphorylate FOXO and transfer it from the nucleus to the cytoplasm, resulting in the downregulation of its transcriptional activity, thereby inhibiting the expression of downstream genes regulated by FOXO (Hay, 2011). The FOXO transcription factor family is involved in metabolism, apoptosis, oxidative stress resistance and aging (Hritzo Ahye and Golding, 2018). There are four FOXO proteins in mammals, namely FOXO1, FOXO3a, FOXO4, and FOXO6. FOXO1, FOXO3, and FOXO4 are widely distributed and expressed in various tissues, while FOXO6 is mainly described in nerve cells (Manning and Toker, 2017). FOXO1 and FOXO3a are nuclear proteins. As AKT is activated, FOXO1 and FOXO3a are phosphorylated, inactivated, and shuttle to the cytoplasm (Hritzo Ahye and Golding, 2018). Previous studies have shown that activation of AKT in aged zebrafish with TERT knockout leads to the translocation of FOXO1/4 into the cytoplasm, resulting in downregulation of SOD2 expression, increasing oxidative stress and mitochondrial damage, triggering p15, p16, and p21 accumulation and senescence cell cycle arrested (Seoane et al., 2004; El Mai et al., 2020). Inhibiting AKT or knocking out FOXO1 can reduce the number of senescent cells (Latorre et al., 2019). Our results confirm that oridonin inhibits AKT, thereby decreasing the phosphorylation of FOXO1 and reducing the accumulation of p21, thereby improving aging.

We found that oridonin can reduce inflammation. The aging of the immune system (called immune senescence) is one of the causes of “inflammation.” This phenomenon refers to the fact that older organisms tend to have higher levels of inflammatory factors (Franceschi et al., 2000). There are multiple triggers for systemic inflammation, but the NLRP3 inflammasome has been identified as a specific sensor that activates age-related inflammation (Youm et al., 2013). Blocking NLRP3 inflammasome assembly or activation can significantly reduce aging-related chronic inflammation (He et al., 2020). The NLRP3 inflammasome plays a vital role in the aging process of organs such as the thymus, brain, liver and kidney (Goldberg and Dixit, 2015). It can be activated by metabolic wastes, damage products, tissue remodeling events and stress factors in the aging process, regulate the activation of IL-1β and other inflammatory factors and trigger aging. IL-1β is an essential messenger between inflammation and aging (He et al., 2015). Our results also prove that oridonin reduces the activation of IL-1β inflammatory factors in senescent cells. This result indicates that oridonin also exerts anti-aging effects through NLRP3 and can potentially treat NLRP3-driven diseases, especially chronic diseases.

The RNA-seq results also show that oridonin exerts anti-aging effects through AKT and affects its downstream related signaling pathways. Studies have shown that the T cell receptor, cGMP-PKG, Hippo, and AGE-RAGE signaling pathways are also regulated by AKT (Parry et al., 2005; Kawamura et al., 2013; Zhai et al., 2014; Bao et al., 2015). There are also changes in inflammatory-related signaling pathways. These results further indicate that oridonin exerts anti-aging effects through AKT and NLRP3. It further shows that the T cell receptor, cGMP-PKG, Hippo, and AGE-RAGE signaling pathways play an essential role in aging.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/, GSE189789.

# Supplementary material for: Oridonin Delays Aging Through the AKT Signaling Pathway
**Source:** Front Pharmacol. 2022 May 18;13:888247. doi: 10.3389/fphar.2022.888247
**Supplement:** Supplementary file 1

**Supplementary Material**

1. **Supplementary Figures**

**
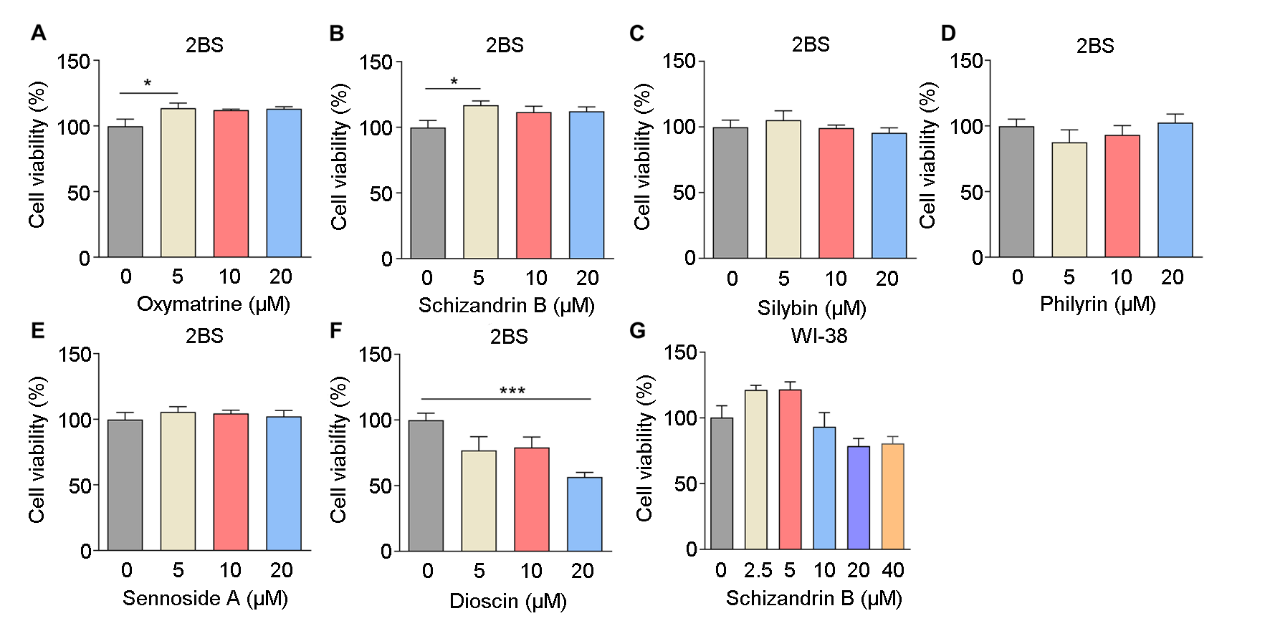
**

**Figure S1. Screening of anti-aging compounds based on CMAP**

(A) The effect of different concentrations of oxymatrine on the proliferation of PD45 2BS cells measured by the CCK-8 assay. (B) The effect of schizandrin B on the proliferation of PD45 2BS cells. (C) The effect of silybin on the proliferation of PD45 2BS cells. (D) The effect of phillyrin on the proliferation of PD45 2BS cells. (E) The effect of sennoside A on the proliferation of PD45 2BS cells. (F) The effect of dioscin on the proliferation of PD45 2BS cells. (G) The effect of schizandrin B on the proliferation of PD45 WI-38 cells (A-G, n≥ 3 for each group). Data represent the mean ± SEM. (*p<0.05, **p<0.01, ***p<0.001, ****p<0.0001).

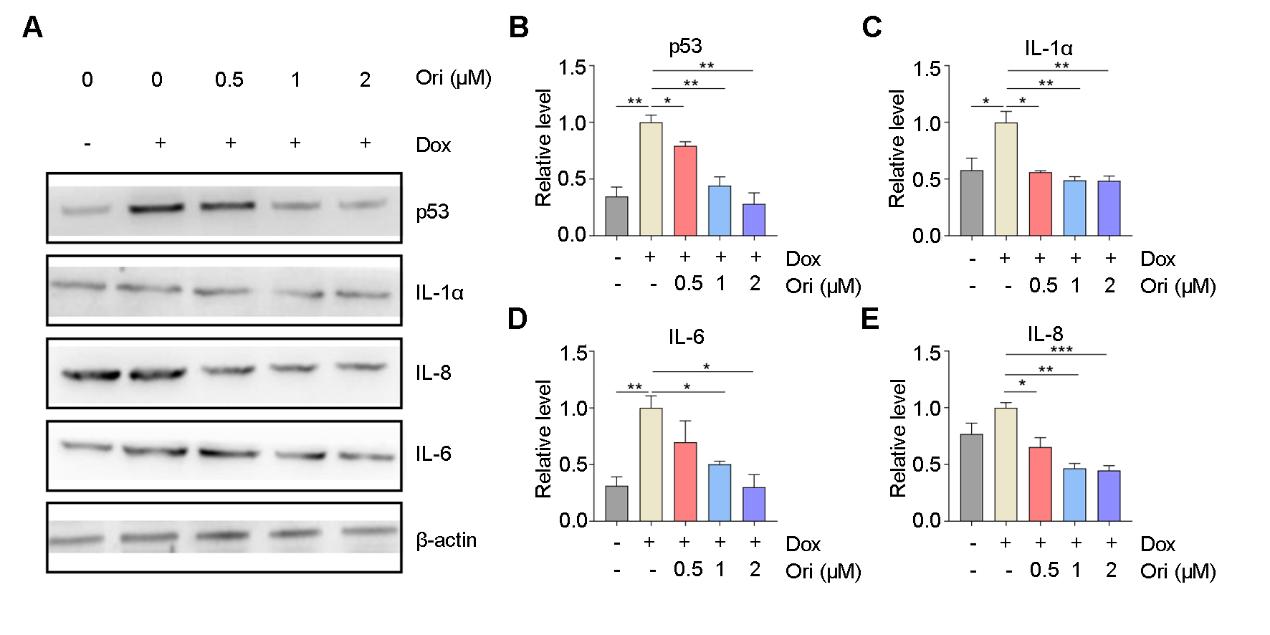

**Figure S2. Oridonin delays cell senescence induced by doxorubicin**

(A) Western blot analysis of p53, IL-1α, IL-8, and IL-6 protein expression in the control group, the doxorubicin-induced aging model group, and the 0.5, 1, 2 µM oridonin treatment group. (B-E) Quantification of p53, IL-1α, IL-8, and IL-6 protein expression in the control group, doxorubicin-induced aging model group, 0.5, 1, and 2 µM oridonin treatment group analyzed by Western blot (A-E, n=3 for each group). Data represent the mean ± SEM. p values were determined by one-way ANOVA or Student’s t test. (*p<0.05, **p<0.01, ***p<0.001, ****p<0.0001).

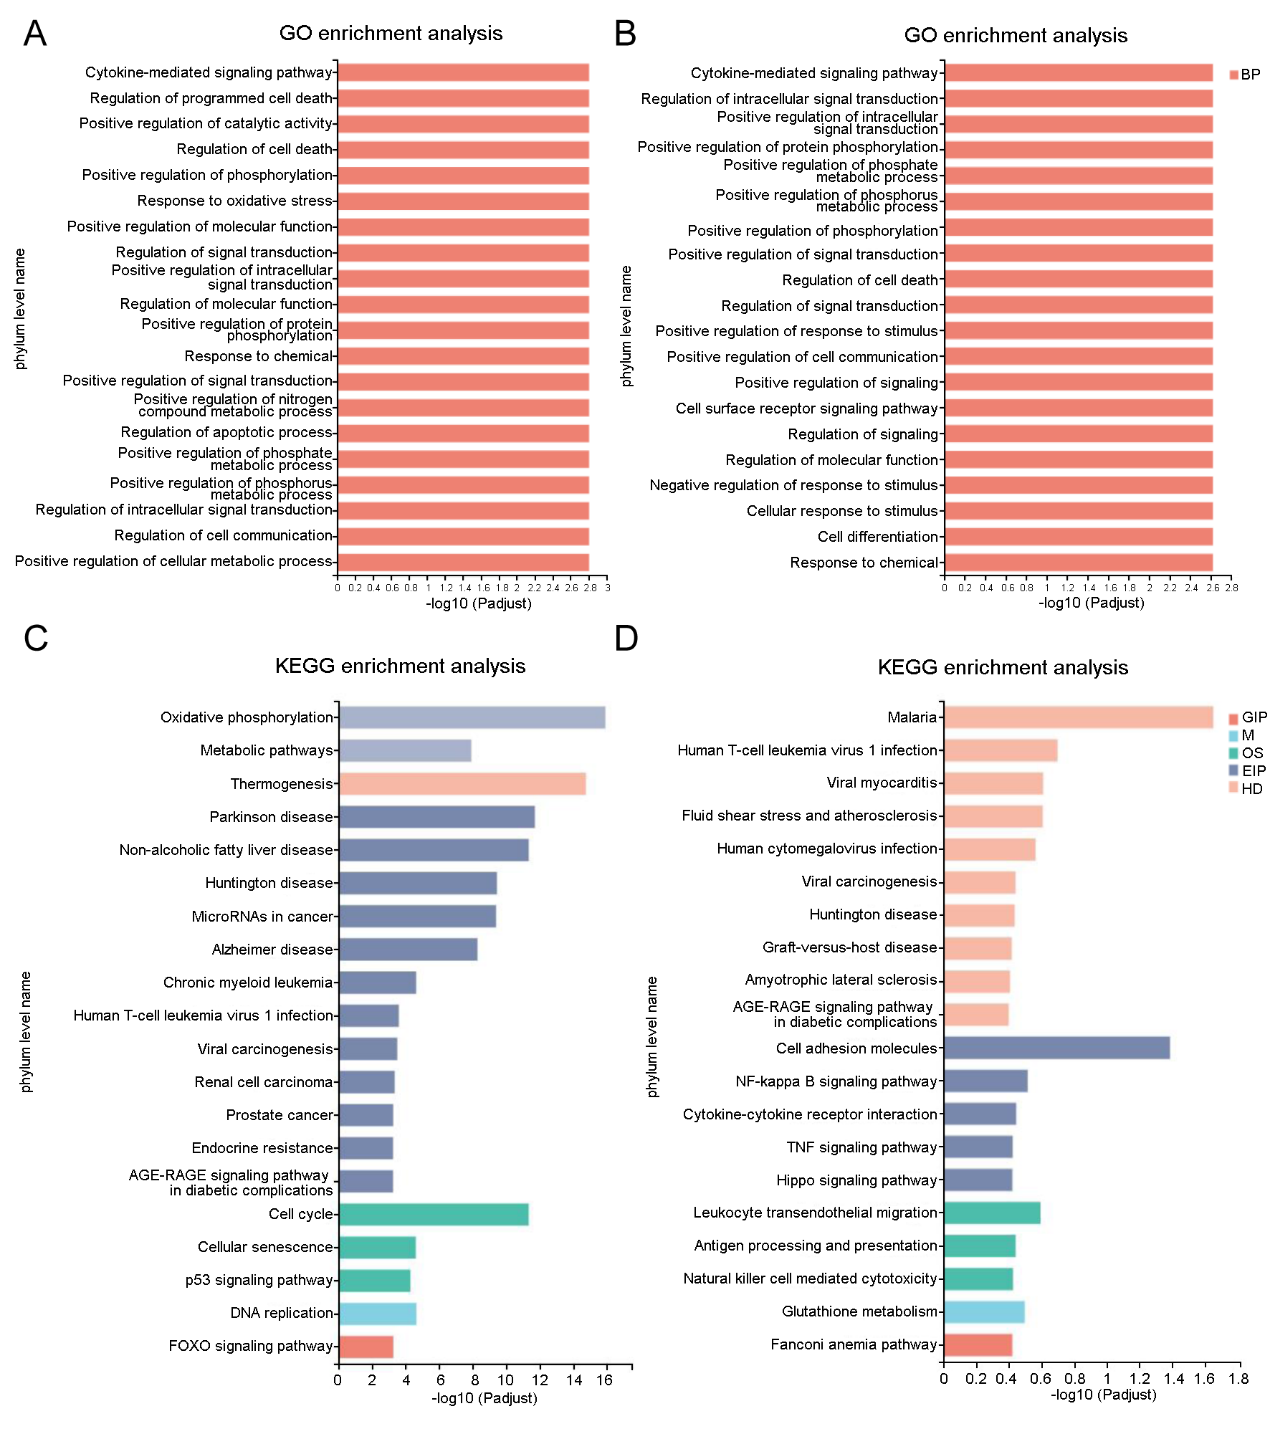

**Figure S3. Oridonin reverses the gene changes caused by doxorubicin-induced cell senescence**

WI-38 cells were first induced with 1 μM doxorubicin for 12 hours, and then treated with oridonin or DMSO-containing medium for 48 hours. (A) GO enrichment analysis: the intersection gene of the differential gene (CVSD) produced by doxorubicin-induced cell senescence and the differential gene (DVSO) produced by oridonin treatment of doxorubicin-induced senescent cells. Biological process (BP). (B) GO enrichment analysis: the differential gene (DVSO) produced by oridonin treatment of doxorubicin-induced senescent cells. Biological process (BP). (C) KEGG enrichment analysis: the differential gene (CVSD) produced by doxorubicin-induced cell senescence. (D) KEGG enrichment analysis: the differential gene (DVSO) produced by oridonin treatment of doxorubicin-induced senescent cells. Different colors indicate the 7 branches of the KEGG metabolic pathway, namely metabolism (M), genetic information processing (GIP), environmental information processing (EIP), cellular processes (CP), biological systems (OS), and human diseases (HD), Drug Development (DD). (A-D, n = 3 for each group). Data represent the mean ± SEM. p values were determined by one-way ANOVA or Student’s t test. (*p<0.05, **p<0.01, ***p<0.001, ****p<0.0001).

1. **Supplementary Tables**

| Primer sequences used in qPCR | |
| --- | --- |
| Homo sapiens | |
| Gene | Primer sequence（5’ to 3‘） |
| GAPDH FOR | CAGCAAGTGGGAAGGTGTAATCC |
| GAPDH REV | CCCATTCTATCATCAACGGGTACAA |
| IL-1α FOR | AGTAGCAACCAACGGGAAGG |
| IL-1α REV | TGGTTGGTCTTCATCTTGGG |
| IL-1β FOR | ACAGATGAAGTGCTCCTTCCA |
| IL-1β REV | GTCGGAGATTCGTAGCTGGAT |
| IL-6 FOR | GGTACATCCTCGACGGCATCT |
| IL-6 REV | GTGCCTCTTTGCTGCTTTCAC |
| IL-8 FOR | ATGACTTCCAAGCTGGCCGTGGCT |
| IL-8 REV | TCTCAGCCCTCTTCAAAAACTTCT |
| P53 FOR | TCAGCATCTTATCCGAGTGGAA |
| P53 REV | TGTAGTGGATGGTGGTACAGTCA |
| p21 FOR | TGTCCGTCAGAACCCATGC |
| P21 REV | AAAGTCGAAGTTCCATCGCTC |
| PTPRC FOR | ATTACCTGGAATCCCCCTCAAA |
| PTPRC REV | TTGTGAAATGACACATTGCAGC |
| LAMTOR4 FOR | TCTTGGCTTGCTGCTAGAACT |
| LAMTOR4 REV | CACAGCTCAGAGTCCCCAAG |
| H4C14 FOR | GAAAAGGCTTAGGCAAAGGGG |
| H4C14 REV | CCAGAGATCCGCTTAACGC |
| ZFP91 FOR | TGAGACCTACAAACCCCACTT |
| ZFP91 REV | CCTTTTGGGTAAACGTGGACTTT |

How the deposited data were processed for this re-analysis (not part of the article)

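RNA of WI-38 lung fibroblasts at population doubling 30 was sequenced in 3 groups of 3 libraries, which were control cells, cells given 1 μM doxorubicin for 12 h and then DMSO-containing medium for 48 h, and cells given doxorubicin and then oridonin over the same 48 h. Values were analysed for 6 of the 9 libraries, those of the control and doxorubicin groups, whose columns match the sample titles. The 3 libraries with oridonin were not analysed here, and with them no comparison that involves oridonin.

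The authors' deposited table gives a value per gene for each of the 6 libraries, in a unit that it does not name. These values were taken to be TPM as made by the authors, because the sum of the genes outside the table then changes by 3.0% after doxorubicin on the scale of the deposited fold changes, while under FPKM, with the median length of the coding transcripts of each gene, it would change by 16.3%. The authors also deposited the mean TPM of each group, the fold change of doxorubicin over control as a ratio and as a log2 value, and a p-value and an adjusted p-value per gene. The paper's text gives the thresholds (fold change over 1.2 and p under 0.05) and the sequencer, and does not name the aligner, the counting tool, the genome build, the annotation, the normalization or the test behind these values. The table holds only genes past both thresholds. The adjusted p-value of the gene with the smallest p is 18630 times its p, which would be the number of genes the authors tested if the adjustment is that of Benjamini and Hochberg. TPM keeps no read depth, so the depth per library is unknown and no interval from counts is given.

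The design written before the data were examined foresaw counts, with a limma fit on log2 values where a table holds normalized values instead, and the latter was used. Values were transformed as log2(TPM + 1), genes with a mean of at least 1 TPM over the 6 libraries were kept (5721 of 6499), and a model with a mean per group was fitted with limma 3.58.1 (eBayes with trend and robust) in R 4.3.3. A gene counted as changed at a fold change over 1.2 either way and an unadjusted p under 0.05, after the paper's methods, with the Benjamini-Hochberg adjusted count beside it. Because all listed genes passed the authors' test on the same libraries, the fit describes the size and spread of these changes and is no second test of them. Gene classes were tested with limma's camera (preset correlation between genes of 0.01), with camera under an estimated correlation and with fry, over 12 classes with at least 5 genes tested, adjusted over the 12. The classes are core lists or symbol patterns for the pathways and gene classes the paper names and for ribosomal protein genes. The background is the other listed genes, so a class can only be compared with genes that also changed, and no enrichment test was run, since the genes the authors tested and did not list are not analysed here. The class of the 4 senescence-associated cytokine genes IL1A, IL1B, IL6 and CXCL8 has no listed gene and was not tested.

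The fit was tested on simulated data made from the spread of the 5721 genes, with 200 genes changed by known fold changes of at least 2. Of the 200, 192 were recovered in the right direction at an adjusted p under 0.05, with 9 unchanged genes called. In the data, 4142 genes passed a fold change of 1.2 and 463 a fold change of 2. The simulation therefore does not show how well smaller changes, which are most of those called, are recovered. The genes named are genes the paper names in its text, primer table or Fig. 7C, some of which are not reported here, and the 3 largest rises and 3 largest falls on the log2(TPM + 1) scale among genes with an adjusted p under 0.05 and no overlap between the groups. Positions, gene types, genomic span, transcript length and GC content come from GENCODE release 29 on GRCh38 by Ensembl identifier, which matched 6462 of the 6499 listed genes. Genes with near-identical copies (H4C14 and H4C15, H2AC18 and H2AC19, GTF2H2) are uncertain, since the authors' counting is not stated and could have split reads between copies, and the same holds for overlapping genes such as MT-ND4L and MT-ND4. Alternatives were another pseudocount (0.1), other filters on low values, quantile normalization, the replicate number as a block, other thresholds, and fits without each library in turn. Rescaling to the deposited fold change was added after the data were seen. Scripts ran in Python 3.11.15 with pandas 2.3.3, NumPy 2.4.6 and SciPy 1.17.1.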

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

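Each of these 3 patterns is a difference between the doxorubicin and control libraries. The paper does not discuss gene span or MT-ND4L. It takes up histone genes among those changed by oridonin and measures H4C14, one of the genes of the histone pattern, and the other histone genes here lie outside those it names. They were noticed in the data and tested on the same data. The tests of transcript length, GC content and scaling were chosen after the trend with genomic span had been seen.

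Genes that span a long stretch of the genome were lower after doxorubicin, and genes with a short span were higher. Across the 5699 genes tested with a GENCODE position and transcript, Spearman's rank correlation of span and log2 fold change was -0.441, and it lay between -0.479 and -0.389 in each of the 9 pairs of a control and a doxorubicin library. Genes are not independent replicates, so no p is given. In the tenth of genes with the shortest span (median 2316 bp), 85.4% had a higher mean TPM after doxorubicin, and in the tenth with the longest (median 271092 bp), 12.5% did. Transcript length and GC content follow span and were related to the fold change as well (rank correlations of -0.335 and 0.429). Within 5 groups of the genes ranked by transcript length, the rank correlation with span ran from -0.456 to -0.126, and within 5 groups by GC content from -0.391 to -0.147. With the ranks of both held constant it was -0.251. These values argue against either as the whole cause, while part of the trend may belong to them. The rank correlation was -0.468 with the deposited fold change and -0.390 after quantile normalization, which argues against the scaling. No single library carried the trend, as it was -0.452 to -0.425 with each left out in turn. The selection of the listed genes stays open. Within the 2670 genes listed as upregulated the rank correlation with the deposited fold change was -0.167, and within the 3029 listed as downregulated it was 0.0245. These groups are split by the sign of the fold change itself and small changes are left out of them, so weak correlations within each would arise either way and do not settle the question, and the genes outside the table were not analysed here. As a hypothesis, a drug that damages DNA and blocks transcription along a gene could lower long genes more than short ones. No test here separates it from the selection of genes or from other properties that follow gene length.

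Replication-dependent histone genes were higher after doxorubicin, while DNA replication genes and other genes of dividing cells were lower. All 19 of those tested were higher, on the TPM values, after quantile normalization and after rescaling to the deposited fold change, with a median log2 fold change of 1.07, or 1.35 relative to the median of all genes tested (limma's camera, adjusted p = 2.33e-08, and from 9.56e-10 to 0.125 over the alternatives, fry among them), and 17 had an adjusted p under 0.05 in limma, also when adjusted over the list alone. A pair of further members, H1-5 and H2BC9, were listed as lower, with less than 1 TPM in each group. The 65 annotated members include 44 that are not in the table. The histone variant genes H2AZ1, H2AZ2 and H2AX, chosen after their values were seen, fell, with log2 fold changes of -1.63, -0.97 and -1.30. Reads shared between near-identical histone genes do not account for the rise, since the 14 genes with at least 80% of their 100-nt stretches unique among histone transcripts were all higher, with a median of 0.944. The trend with genomic span does not account for it either, since 0 of 10000 random lists matched on span had a median as high, and the highest was 0.745. A candidate explanation that was not tested is a larger share of histone transcripts with a poly(A) tail in cells that have left the cell cycle, which would depend on how RNA was selected for the libraries. The paper's text does not state this. A rise of histone transcripts under doxorubicin stays a hypothesis beside it.

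MT-ND4L was lower after doxorubicin while the other 10 mitochondrial protein genes tested were higher. Its TPM was 6535, 7669 and 6362 in the control libraries and 3941, 2920 and 5072 in the doxorubicin libraries, with a log2 fold change of -0.816 (standard error 0.21, adjusted p = 0.015 from limma). The other 10 had log2 fold changes from 0.09 to 0.54, on the TPM values. Without control replicate 2 the log2 fold change of MT-ND4L was -0.73 and its adjusted p was no longer under 0.05, and the same held with the replicate number as a block, which leaves the log2 fold change as it is. Very short transcripts as a class do not account for the fall, since the other 20 genes tested with a median transcript length of at most 350 nt had a median log2 fold change of 0.426, and 19 of them were higher. MT-ND4L overlaps MT-ND4 on the same strand, and a change in how reads were divided between them was not tested and stays open, as does a biological change in the processing of the transcript.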

How the results depend on the processing

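The alternatives were set before the data were examined, except for rescaling the doxorubicin libraries to the deposited fold change, which was chosen after seeing the data. The count of 4142 genes changed by doxorubicin was within 1.5 times this value under every alternative but one, from 3617 after quantile normalization to 4663 after rescaling, and from 3898 to 4176 across the 6 fits that each left out one library. With a fold change over 2 it was 463, of which 104 were higher and 359 lower, because the stricter minimum removes genes. Genes higher after doxorubicin numbered 1337, and 2442 after rescaling, since the rescaling raises every doxorubicin value by the same factor. Genes lower numbered 2805, and 1698 after quantile normalization, which centres the libraries on one distribution. Of the genes called, 32.3% were higher on the TPM values, 53.1% after quantile normalization and 52.4% after rescaling, and 2956 and 3553 genes were shared with the 4142. The counts across the fits without one library were 1264 to 1325 higher and 2619 to 2857 lower.

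Other splits of the 6 libraries into 3 and 3 gave from 10 to 77 genes at the same thresholds and 0 with the adjusted p, so that 1 of the 10 splits, the real one, gave as many as 4142. With 10 splits the share cannot fall under 0.1, so chance cannot be excluded by this count alone. As the genes were listed for a difference between the real groups, the low counts of the other splits also follow in part from the selection.

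Libraries with the same replicate number did not deviate together. The correlations of their deviations from the group means were -0.0627, -0.193 and -0.23 for numbers 1, 2 and 3, so the numbers do not pair the samples. With the replicate block, 4038 genes were changed, 1288 higher and 2750 lower, and the gene classes kept their side of the threshold.

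All gene classes kept the sign of their median under every alternative, and their side of the threshold in each of the 6 fits that left out one library. With the correlation between genes estimated from the 6 libraries, no class had an adjusted p under 0.05 in camera. The adjusted p was 0.159 for p53 targets, 0.214 for DNA replication, 0.503 for Hippo, 0.214 for HLA class I, 0.125 for histone genes, 0.225 for oxidative phosphorylation and 0.605 for ribosomal protein genes. An estimated correlation over 3 libraries per group has few degrees of freedom, and the cause was not tested. In fry, which compares a class with no change and not with other genes, the adjusted p was 0.00442 for FOXO, 0.00284 for mTOR, 0.0443 for the T cell receptor, 0.00238 for NF-κB and TNF and 0.00892 for the chord plot genes, all past the threshold, and 0.271 for ribosomal protein genes, no longer past it. Ribosomal protein genes also lost significance after quantile normalization, with an adjusted p of 0.787, and the cause was not tested.

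Spearman's rank correlation of genomic span and log2 fold change was -0.441, and moved by more than the SD of the library pairs with no filter on low values (-0.409), with at least 1 TPM in every library (-0.471) and after quantile normalization (-0.390), keeping its sign. The cause was not tested. Of 535 recomputed log2 fold changes of 45 single genes, 521 kept their sign and side of the threshold, 12 lost significance, 2 gained it and 0 changed sign. After quantile normalization ATM, FZD1, LRP6, PIK3CA, SOCS1, WNT2 and GAPDH lost it. GAPDH also lost it with the replicate block and without control replicate 1, MT-ND4L with the replicate block and without control replicate 2, and SOD2 after rescaling, by which CDKN2A and GDF5 gained it. The cause was not tested.

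The alternatives that need counts were not run, as the values are not counts. They are DESeq2, limma-voom, upper-quartile normalization, library totals and the filters on counts. All results on oridonin were not run, as those libraries were not analysed here. A fit of only the groups compared is the fit reported, since it holds only those groups. TPM gives no depth, which leaves open how far the low values, such as those of PTPRC, rest on few reads.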

Differences from the paper's values

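The paper gives about 6500 genes changed by doxorubicin (Fig. 7A, both CVSD areas, read by eye), and 4142 genes passed the same thresholds in the limma fit of the TPM values. The authors' deposited table lists 6499 genes. Among the alternatives set before the data were examined, the count came within 1.5 times the paper's with no filter on low values (4603) and with no fold change minimum (4521), and it did not under the others. With the values rescaled to the deposited fold change, a setting chosen after seeing the values, it was 4663.

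For 5 genes measured by RT-qPCR in the paper and listed in the table, the ratio of mean TPM after doxorubicin to control was set beside the ratio of the paper's bars, whose errors are SEM. For PTPRC the paper's fold is about 48 in Fig. 7E, read by eye, and the TPM ratio was 3.95, with both means under 1 TPM. For LAMTOR4 the paper's fold is about 12 in Fig. 7E, read by eye, and the TPM ratio was 1.53. For H4C14 the paper's fold is about 12 in Fig. 7F, read by eye, and the TPM ratio was 3.13. For ZFP91 the paper's ratio is about 0.22 in Fig. 7F, read by eye, and the TPM ratio was 0.359. For LAMTOR4, H4C14 and ZFP91, none of the alternatives set before the data were examined closed the gap, and neither did rescaling to the deposited fold change, which was chosen after seeing the values. For PTPRC no alternative tests the gap, since it is under the filter on low values and the fit with no filter uses log2(TPM + 1), which holds the fold of a gene this low near 1. For CDKN1A the paper's fold is about 1.9 in Fig. 4F, read by eye, and the TPM ratio was 2.09, which does not differ by the same rule, under any alternative. The RT-qPCR of Fig. 4F was done at an earlier time than the libraries, which had 48 h in medium. The paper normalized its RT-qPCR to GAPDH, whose own TPM ratio was 1.098. The direction of the means was the same in both measures for all 5 genes. For PTPRC it rests on doxorubicin replicate 2, at 0.62 TPM. Its other doxorubicin libraries, at 0.11 and 0.1 TPM, lay within the control values of 0.01 to 0.12 TPM.

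The chord plot (Fig. 7C) includes PTPRC and GDF5 among the changed genes. With no filter on low values, limma on log2(TPM + 1) gave an adjusted p of 0.163 for PTPRC. GDF5 had an adjusted p of 0.427 in limma, and under the alternatives its adjusted p was under 0.05 after rescaling to the deposited fold change, chosen after seeing the values, and not under those set before the data were examined.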

Other observations

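The tests of the shift in fold change were set before their results were seen, and the leukocyte marker test was chosen after the values of PTPRC had been seen.

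The fold change in the authors' deposited table lay above the TPM ratio by a nearly constant amount, with a median of 0.2006 and quartiles of 0.148 and 0.2261 on the log2 scale, a factor of 1.15. As a result, 1153 of the 3191 genes listed as upregulated had a TPM ratio of 1.2 or less, against 103 of the 3308 listed as downregulated that changed by less than this in TPM. In 57 genes listed as upregulated the mean TPM was lower after doxorubicin, and in 15 listed as downregulated it was higher. A candidate explanation is that a few abundant genes took up a larger part of the TPM total after doxorubicin. The listed genes together gained 47130 TPM and the 20 with the largest gain 34600 TPM. With these 20 left out and the rest rescaled, a shift of 0.142 remained, and with the mitochondrially encoded genes left out, 0.182, which argues against either as the whole cause. A different normalization in the authors' test stays open and was not tested.

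PTPRC had its highest value in doxorubicin replicate 2. RNA from leukocytes in that library is one candidate source. Of 25 leukocyte marker genes, 4 are listed, one of which is PTPRC. The ratio of doxorubicin replicate 2 to the mean of the other doxorubicin libraries was 0.829 for IL7R, 2.23 for ARHGDIB and 3.75 for CCL5, with a median of 2.23, against 5.9 for PTPRC. IL7R and ARHGDIB were also present in control cells, at 26.6 to 33.5 TPM and 4.7 to 5.64 TPM, and so carry little information on a small share of other cells, and CCL5 was at 1.05 TPM or less in every library. With so few markers listed and such low values, leukocyte RNA and chance variation cannot be told apart.

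Of the senescence markers that the paper measured by RT-qPCR or Western blot, CDKN1A is in the deposited table, and IL1A, IL1B, IL6, CXCL8 and FOXO1 have no row in it. NLRP3, AKT1, AKT2, FOXO4, FOXO6, CDKN2B and TERT, for which the paper's methods name no antibody or primer, have no row either. CDKN2A, which encodes p16, had 76.7 ± 4.86 TPM in control and 86.1 ± 5.79 TPM after doxorubicin (SD, n = 3 each), with an adjusted p of 0.0669 in limma, and 0.0004308 in the authors' deposited table. GAPDH, which is in the paper's primer table, had 7132 ± 168 and 7830 ± 95.6 TPM (SD, n = 3 each). Its log2 fold change was 0.13 on the TPM values and 0.33 in the authors' deposited table. After quantile normalization it was 0. That step gives equal values to genes of equal rank, so the 0 is no evidence of a stable level.

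SOD2 had a log2 fold change of -0.36 (adjusted p = 0.00187 from limma). H4C14, 5.13% of whose 100-nt stretches are unique among histone transcripts, rose from 9.4 ± 2.78 to 29.5 ± 2.96 TPM (SD, n = 3 each) and is uncertain for that reason. ZFP91 fell from 15.7 ± 2.38 to 5.62 ± 1.69 TPM (SD, n = 3 each), with a log2 fold change of -1.35 (adjusted p = 0.000147 from limma). GPX1 rose from 433 ± 21.6 to 1392 ± 155 TPM (SD, n = 3 each), with a log2 fold change of 1.68, and GENCODE release 29 lists it as a polymorphic pseudogene.

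The HLA class I genes had a median log2 fold change of 0.47 (limma's camera, adjusted p = 0.00273), and HLA-B and HLA-C had log2 fold changes of 0.98 and 0.58. The paper reports NF-κB and TNF signaling for oridonin. After doxorubicin, 8 of the 11 genes of that class tested were lower and 0 higher with an adjusted p under 0.05 in limma, with a median of -0.53 (camera, adjusted p = 0.0924). Of 26 listed ribosomal protein genes, 23 were higher on the TPM values and 17 after quantile normalization, with median log2 fold changes of 0.16 and 0.03. The chord plot genes as a class did not stand apart from the other listed genes (limma's camera, adjusted p = 0.678). Read around the chord plot, its 30 genes are in falling order of the deposited fold change of doxorubicin against control, in 29 of 29 neighbouring pairs.

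In 117 listed genes all control libraries are at 0 TPM, and in 17 all doxorubicin libraries are. MT-TS1 is listed as upregulated and stands at 0 TPM in all 6 libraries. The table gives an adjusted p of 1 for 85 genes whose p is under 0.05.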
